# Immunosuppressive Microenvironment Revealed by Immune Cell Landscape in Pre-metastatic Liver of Colorectal Cancer

**DOI:** 10.3389/fonc.2021.620688

**Published:** 2021-03-23

**Authors:** Dongqiang Zeng, Miaohong Wang, Jiani Wu, Siheng Lin, Zilan Ye, Rui Zhou, Gaofeng Wang, Jianhua Wu, Huiying Sun, Jianping Bin, Yulin Liao, Nailin Li, Min Shi, Wangjun Liao

**Keywords:** immunosuppressive microenvironment, pre-metastatic niche, MDSC, metabolism, colorectal cancer

## Abstract

**Background:** Colorectal cancer, the fourth leading cause of cancer mortality, is prone to metastasis, especially to the liver. The pre-metastatic microenvironment comprising various resident stromal cells and immune cells is essential for metastasis. However, how the dynamic evolution of immune components facilitates pre-metastatic niche formation remains unclear.

**Methods:** Utilizing RNA-seq data from our orthotopic colorectal cancer mouse model, we applied single sample gene set enrichment analysis and Cell type Identification By Estimating Relative Subsets Of RNA Transcripts to investigate the tumor microenvironment landscape of pre-metastatic liver, and define the exact role of myeloid-derived suppressor cells (MDSCs) acting in the regulation of infiltrating immune cells and gene pathways activation. Flow cytometry analysis was conducted to quantify the MDSCs levels in human and mice samples.

**Results:** In the current work, based on the high-throughput transcriptome data, we depicted the immune cell infiltration pattern of pre-metastatic liver and highlighted MDSCs as the dominant altered cell type. Notably, flow cytometry analysis showed that high frequencies of MDSCs, was detected in the pre-metastatic liver of orthotopic colorectal cancer tumor-bearing mice, and in the peripheral blood of patients with stage I–III colorectal cancer. MDSCs accumulation in the liver drove immunosuppressive factors secretion and immune checkpoint score upregulation, consequently shaping the pre-metastatic niche with sustained immune suppression. Metabolic reprogramming such as upregulated glycolysis/gluconeogenesis and HIF-1 signaling pathways in the primary tumor was also demonstrated to correlate with MDSCs infiltration in the pre-metastatic liver. Some chemokines were identified as a potential mechanism for MDSCs recruitment.

**Conclusion:** Collectively, our study elucidates the alterations of MDSCs during pre-metastatic niche transformation, and illuminates the latent biological mechanism by which primary tumors impact MDSC aggregation in the targeted liver.

## Introduction

Distant metastasis, especially liver metastasis, is the top killer among patients with colorectal cancer (CRC). Approximately 20% of patients with CRC suffer metastatic lesions at diagnosis (1), and 50% of these ultimately develop liver metastases (2). Numerous studies have indicated that tumor metastasis is a multi-step process (3, 4); before circulating tumor cells reach the targeted organ, the preconditioned microenvironment may be reshaped to prompt cancer cell extravasation and extracellular matrix remodeling (5). This initial step, i.e., pre-metastatic niche establishment, is predominantly derived from the shift of local stromal components and recruitment of non-resident cells (6).

The dynamic differentiation and accumulation of various immune cell populations within the pre-metastatic niche collectively support immunosuppression. Although, flow cytometry remains an essential method to measure immune cell infiltration in pre-metastatic lesions despite the limited markers, the advent of a succession of emerging methodologies to address this challenge by combining high-throughput transcriptome data while determining immune cell populations. For instance, single sample gene set enrichment analysis (ssGSEA) is a gene set enrichment method that detects even minute changes in pathway activity from highly heterogeneous data (7). Cell type Identification By Estimating Relative Subsets Of RNA Transcripts (CIBERSORT) accurately quantifies immune cell type infiltration levels using a deconvolution approach (8). Given its great capacity, CIBERSORT has been applied in exploring immune infiltration of the tumor environment (9, 10).

Myeloid-derived suppressor cells (MDSCs) are a heterogeneous population differentiated from bone marrow hematopoietic stem cells, without terminally differentiating to mature granulocytes, macrophages, or dendritic cells. Under cancer and other chronic inflammation processes, MDSCs expand rapidly and can be grouped into two subsets in mice (11): CD11b^+^Ly6C^low^Ly6G^+^ polymorphonuclear myeloid suppressor cells (PMN-MDSCs) and CD11b^+^Ly6C^high^Ly6G^−^ monocyte myeloid suppressor cells (M-MDSCs). In humans, PMN-MDSCs and M-MDSCs are characterized as CD11b^+^CD14^−^CD15^+^HLA-DR^−;^ and as CD11b^+^CD14^+^CD15^−^HLA-DR^−/*low*^, respectively. Both of these include naive cell phenotypes arising from abnormal differentiation of progenitor cells under pathological conditions such as tumors or inflammation (12). Recently, ample evidence has highlighted the pivotal role of MDSCs in tumor progression via immune-suppressive mechanisms (13). Elevated MDSC levels have been detected in a variety of malignant tumors including breast cancer (14), bladder cancer (15), thyroid cancer (16), and non-small cell lung cancer (17), and are correlated with poor prognosis. During the tumor metastatic process, MDSCs migrate and aggregate in distant organs, and facilitate remodeling of the microenvironment toward a pre-metastatic niche. Prior researches on the pre-metastatic niche only focus on the role of MDSCs in hampering T cell activity (18), but how MDSCs change the components of pre-metastatic infiltrating immune cells other than CD8+ T cells is yet to be unveiled.

Taken together, utilizing RNA-seq data from orthotopic CRC mouse model, we applied ssGSEA and CIBERSORT and demonstrated the exact role of MDSCs acting in the regulation of infiltrating immune cells and gene pathways activation. Our research on the CRC pre-metastatic niche may facilitate control of cancer metastasis occurrence by targeting and harnessing MDSCs, thereby improving the prognosis of patients with colorectal cancer.

## Materials and Methods

### Patients and Blood Samples

Blood samples were collected from 25 patients with stage I-III colorectal cancer at the Nanfang Hospital (Guangzhou, China). Ten healthy volunteers were recruited to the control group. The study was approved by the Medical Ethics committee of NanFang Hospital of Southern Medical University (application approval No. NFEC-2019-263). All patients provided written informed consent before the study.

### Establishment of the Orthotopic CRC Mouse Model

All animals were obtained from the Central Laboratory of Animal Science at Southern Medical University (Guangzhou, China). All protocols for animal experiments were approved by the Nanfang Hospital Animal Ethic Committee (application approval No. NFYY-2017-128). Male BALB/c mice aged 4–6 weeks were divided into the sham-operation and tumor-bearing groups. Under anesthesia, tumor-bearing mice were disinfected and their cecum was exposed through a 5-mm incision in the left mid-abdomen. Then, 1 × 10^7^ CT26 cells were slowly inoculated into the cecal serosa. After pulling out the needle, the injected site was pressed with a sterile cotton swab for 2 min, to prevent the CT26 cell suspension from leaking into the abdominal cavity. The sham-operation group was similarly injected with 50 μL of serum-free RPMI 1640 medium. After orthotopic injection, mice were sacrificed at 3 weeks for flow-cytometric analysis and transcriptome profiling.

### Preparation of Perfusion Buffer

We prepared the perfusion buffer before the isolation experiments. To prepare perfusion buffer I, 8.0 g of NaCl, 0.122 g of NaH_2_PO_4_^*^ 2H_2_O, 0.724 g of Na_2_HPO_4_^*^ 12H_2_O, 0.4 g of KCl, 0.35 g of NaHCO_3_, 2.38 g of HEPES, 0.19 g of EGTA, 0.991 g of C_6_H_12_O_6_^*^ H_2_O, and 12,500 U of heparin sodium were weighed and dissolved in 1,000 ml of pure water; the solution was adjusted to pH 7.4 with dilute hydrochloric acid and sodium hydroxide. For perfusion buffer II, 0.029 g of CaCl_2_^*^ 2H_2_O, 1 ml of fetal bovine serum, and 0.03 g of type IV collagenase were measured and dissolved in 50 ml of high glucose DMEM medium. Finally, the above solution was filtered through a 0.22 μm filter and stored at 4°C for the subsequent experiments.

### Isolation of Immunocytes From Organs

We used an established protocol for MDSC isolation (19, 20). Peripheral blood samples from humans and mice were added with sodium citrate anticoagulant. The anticoagulant blood samples were centrifuged at 50 × g for 5 min, then the pellet was resuspended in erythrocyte lysis buffer and placed in an ice-cold box for 10 min. After centrifugation, the pellet was resuspended with PBS and could be used directly for antibody incubation. For isolating immunocytes from bone marrow, the muscle-free hind limbs of sacrificed mice were excised and the bone extremities were cut. The bone marrow was extracted in RPMI 1640 medium by washing 2–3 times with a 1 ml syringe, until the bone became white. To isolate immunocytes from the liver, kidney, and spleen, mice were anesthetized, and the liver and the inferior vena cava were exposed through a midline incision. An intravenous catheter was inserted into the inferior vena cava and fixed. The liver was sequentially perfused with perfusion buffer I and perfusion buffer II containing collagenase IV at 5 ml/min for 5 min at 37°C. After perfusion, the liver, kidney, and spleen were excised and placed on the 100-mm strainer, and smashed gently with digestive buffer. The filtered cell suspension was collected and washed 2–3 times with PBS. Immune cells were further purified by centrifugation on 30% and 70% Percoll at 1,400 × g for 20 min. The layer between 30 and 70% Percoll was aspirated carefully, and then used for the subsequent procedures.

### Flow-Cytometric Analysis of MDSCs Isolated From Organs

The cell suspensions obtained from bone marrow, liver, kidney, and spleen were centrifuged at 500 × g for 5 min. The pellet was resuspended in erythrocyte lysis buffer and placed in an ice-cold box for 10 min. After centrifugation, the pellet was resuspended with PBS. For human samples, the following antibodies were used: CD11b-APC (RanTai Co. Ltd, Shanghai, China), HLA-DR-PE (MCE, USA), CD15-FITC (Thermo Fisher Scientific, USA), CD14-PE (Thermo Fisher Scientific, USA) for 30 min on ice in the dark. For murine samples, CD11b-FITC, Ly6C-PE, Ly6G-APC antibodies (eBioscience, USA) were incubated as described above. After washing twice with 3 ml PBS, the immunocytes were analyzed on a flow cytometer (BD Biosciences, USA).

### Hematoxylin-Eosin (HE) Staining

The normal liver tissues from the sham-operation group (*n* = 5), and the matched primary tumor tissues and pre-metastatic liver tissues (*n* = 9) from the tumor-bearing group were collected and divided into 2 parts, one part was embedded in paraffin, and the other part was stored at −80°C. The dehydrated paraffin-embedded sections were dewaxed twice with xylene for 10 min and then sequentially soaked in 100, 95, 90, 80, and 70% ethyl alcohol for 5 min followed by washing with PBS for 3 min, three times. After staining with hematoxylin for 10 min and washing with running water for 5 min, 3% hydrochloric acid alcohol differentiation was performed for 2 s followed by washing back to blue for 15 min. Then, the sections were stained with eosin for 3 min, followed by soaking 70, 80, 90, 95, and 100% ethyl alcohol for 5 min and twice in xylene for 10 min. After sealing with neutral balsam, the sections were imaged using a microscope (Bx51, Olympus, Japan).

### Next-Generation RNA Sequencing

For the tissue acquisition, the mice were sacrificed at the 3 weeks after tumor cells injection. The normal liver tissues from the sham-operation group (*n* = 5), and the matched primary tumor tissues and pre-metastatic liver tissues (*n* = 9) from the tumor-bearing group were collected and divided into two parts, one part was embedded in paraffin, and the other part was stored at −80°C for RNA-sequencing analysis. The subsequent steps of RNA extraction and RNA-seq were performed by RiboBio Co. Ltd (Guangzhou, China).

### The Cancer Genome Atlas (TCGA) Gene Expression Data

Raw counts data of TCGA datasets were obtained from the UCSC Xena browser (http://xena.ucsc.edu/). RNA-seq count data were transformed into TPM using “count2tpm” function of IOBR R package (https://github.com/IOBR/IOBR) (21) to calculate the signature score and to deconvolute the immune cell fraction.

### Other Patient Cohorts Used in This Study

Seven transcriptomic data sets were enrolled in this study. GSE91061 cohort included patients with melanoma and non-small cell lung cancer treated with anti-CTLA4 and ant-PD1 therapy (22). GSE35640 cohort included patients with metastatic melanoma and non-small cell lung cancer treated with MAGE-3 agent-based immunotherapy (23). GSE115821 cohort included patients with metastatic melanoma treated with anti-PD-1 and anti-CTLA4 therapy (24). GSE63557 cohort included mouse model treated with anti-CTLA-4 therapy (25). GSE123728 cohort included patients with resectable melanoma treated with neoadjuvant PD-1 blockade therapy (26). GSE49355 cohort included patients with stage IV colorectal cancer (27). GSE14297 cohort provided transcriptomic data of primary colorectal cancers, matched liver metastases, and normal liver tissue samples (28). These transcriptomic data were downloaded from Gene Expression Omnibus (GEO) according to the accession ID.

### Functional and Pathway Enrichment Analysis

Gene annotation enrichment analysis was performed with the R package ClusterProfiler (29), Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) terms were identified with a strict cutoff of *P* < 0.01 and a false discovery rate (FDR) < 0.05.

### Immune Cell Deconvolution and Gene Signature Score Evaluation

Single sample Gene set enrichment analysis (7) was applied to evaluate the fraction of MDSCs in each tumor sample using gene sets collected from Wang et al. To quantify the proportions of immune cells in tumor and liver tissues, we used the CIBERSORT algorithm (8), and the leukocyte gene signature matrix LM22, which allows for highly sensitive and specific discrimination of 22 human immune cell phenotypes. To explore the correlation between the fraction of MDSCs and other immune escape or immune exclusion relevant biological processes, we used the gene sets (see Supplementary Table 1) curated by Mariathasan et al. (30) and Danaher et al. (31). For gene expression matrices, the expression of each gene in a signature was standardized so that its mean expression was zero, and the standard deviation across samples was 1. Then, principal component analysis (PCA) was performed, and principal component 1 was extracted to serve as the gene signature score. This approach has the advantage of focusing the score on the set with the largest block of well-correlated (or anti-correlated) genes in the set, while down-weighing the contributions from genes that do not track with other set members (30, 32).

### Statistics

The normality of variables was tested using the Shapiro-Wilk normality test (33). For comparing two groups, statistical significance for normally distributed variables was estimated using unpaired Student *t*-tests, and non-normally distributed variables were analyzed using Mann-Whitney *U* tests (also called the Wilcoxon rank-sum test). For comparisons of more than two groups, Kruskal-Wallis tests and one-way analysis of variance were used as the non-parametric and parametric methods, respectively (34). Correlation coefficients were computed by Spearman and distance correlation analyses. Cumulative survival probabilities were estimated using the Kaplan-Meier method, and were compared using the log-rank test. All heatmaps were generated using the pheatmap function (https://github.com/raivokolde/pheatmap). All statistical analyses were conducted using R (https://www.r-project.org/, version 3.50) and the *P*-values were two-sided. *P*-values < 0.05 were considered statistically significant.

## Result

### Immune Cell Landscape of Pre-metastatic Liver in the Orthotopic CRC Mouse Model

Considering the variety of the infiltrating cell population in the pre-metastatic liver of CRC, we wondered how the underlying interactive crosstalk between different immune cells further modifies the pre-metastatic microenvironment. To better simulate the colorectal cancer microenvironment, we constructed an orthotopic CRC mouse model by orthotopically injecting CT26 cells into the intestinal mucosa of BALB/c mice. HE staining confirmed that macroscopic tumors formed after 3 weeks and without the occurrence of liver metastasis (Supplementary Figure 1). To precisely evaluate the immune cell composition of the pre-metastatic liver, we collected the primary colon tumors and matched pre-metastatic liver tissues from tumor-bearing mice, and liver tissues from sham-operation mice to conduct gene expression profiling. 

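The RNA-seq covered 23 libraries of poly(A) RNA: the livers of 5 sham-operated mice (control liver), and the liver (pre-metastatic liver) and the primary tumor of each of 9 mice collected 3 weeks after CT26 cells, a mouse colon carcinoma line, were injected. The authors deposited the raw count of every gene in every library and its RPKM, the count divided by the gene's length and by the library's total, and these RPKM values are the expression values given here. Total counts were 51064615 to 60393702 in control liver (median 56982650), 44587556 to 79773163 in pre-metastatic liver (median 55500961), and 47005276 to 70884436 in the primary tumor (median 55927997). The 10 most counted genes took a median of 16.0% of the counts in control liver, 19.7% in pre-metastatic liver, and 5.45% in the primary tumor. No library was a copy of another, since the closest pair of libraries within a group still differed by a chi-square of 49.3 per degree of freedom, where sampling noise alone gives 1. The tumor and the liver of a mouse share its number in the authors' labels. Across 14031 genes, their deviations from the group means correlated by 0.0812 on average within a mouse and by -0.0104 between mice (exact one-sided permutation *p* = 0.00337 over all pairings). The MDSC score was computed by ssGSEA with an exponent of 0.25 over the 35703 genes above 0 in at least 1 library, from the 36 of the 38 genes in the MDSC set of Supplementary Table 1 that have a mouse gene of that name. *IL4R* was taken as *Il4ra*, and *CEACAM8* and *CXCL8* were left out. Groups were compared by the exact two-sided Wilcoxon rank-sum test, with every split of the libraries enumerated. Its smallest possible *p* is 0.000999 for 9 libraries against 5 and 4.11e-05 for 9 against 9, and it is reached when the groups do not overlap. The labels give no batch and no date of collection, but the livers fell into separate sets on 6 genes of the circadian clock. A clock index, the mean standardized expression of *Dbp*, *Per3*, and *Ciart* minus that of *Arntl*, *Npas2*, and *Clock*, lay between -2.35 and -0.102 in 9 livers (4 control and 5 pre-metastatic, here the early phase) and between 0.981 and 2.92 in 5 livers (control mouse C7 and mice M1, M2, M10, and M12, here the late phase). In pre-metastatic liver, *Dbp* was at 0.371 to 7.63 RPKM in the early phase and at 30.9 to 84.1 RPKM in the late phase. These genes were chosen after the genome-wide comparison of the livers had been seen, and the phases are sets of samples, not conditions. The primary tumors fell apart in the same way, with an index of 0.957 to 2.67 in the 4 mice with late-phase livers and of -1.95 to -0.879 in the other 5 (exact *p* = 0.0159, the smallest for 5 against 4). Comparisons of livers were therefore repeated among the 9 early-phase livers, where 0.0159 is again the smallest exact *p*. The late phase holds 1 control liver, too few for such a comparison. Correlations across the 9 mice were repeated on ranks centered within each phase, with *p* from re-pairing mice only within their phase.

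**Figure D1:**
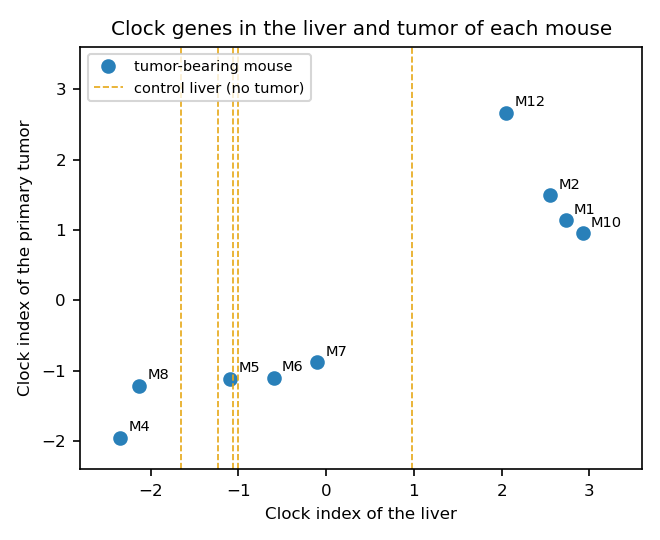
Clock index of the liver (horizontal axis) and of the primary tumor (vertical axis) of each of the 9 tumor-bearing mice, in units of standardized expression; dashed lines mark the livers of the 5 control mice, which have no tumor. Mice M1, M2, M10, and M12 lie above 0.957 on the vertical axis and the other 5 mice below -0.879.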

Analysis of the acquired RNA-seq data demonstrated the synthesized immune cell landscape of the primary tumor, pre-metastatic liver, and control liver, and revealed different immune cell infiltration patterns in the primary tumor and liver (Figure 1A).

**Figure 1:**
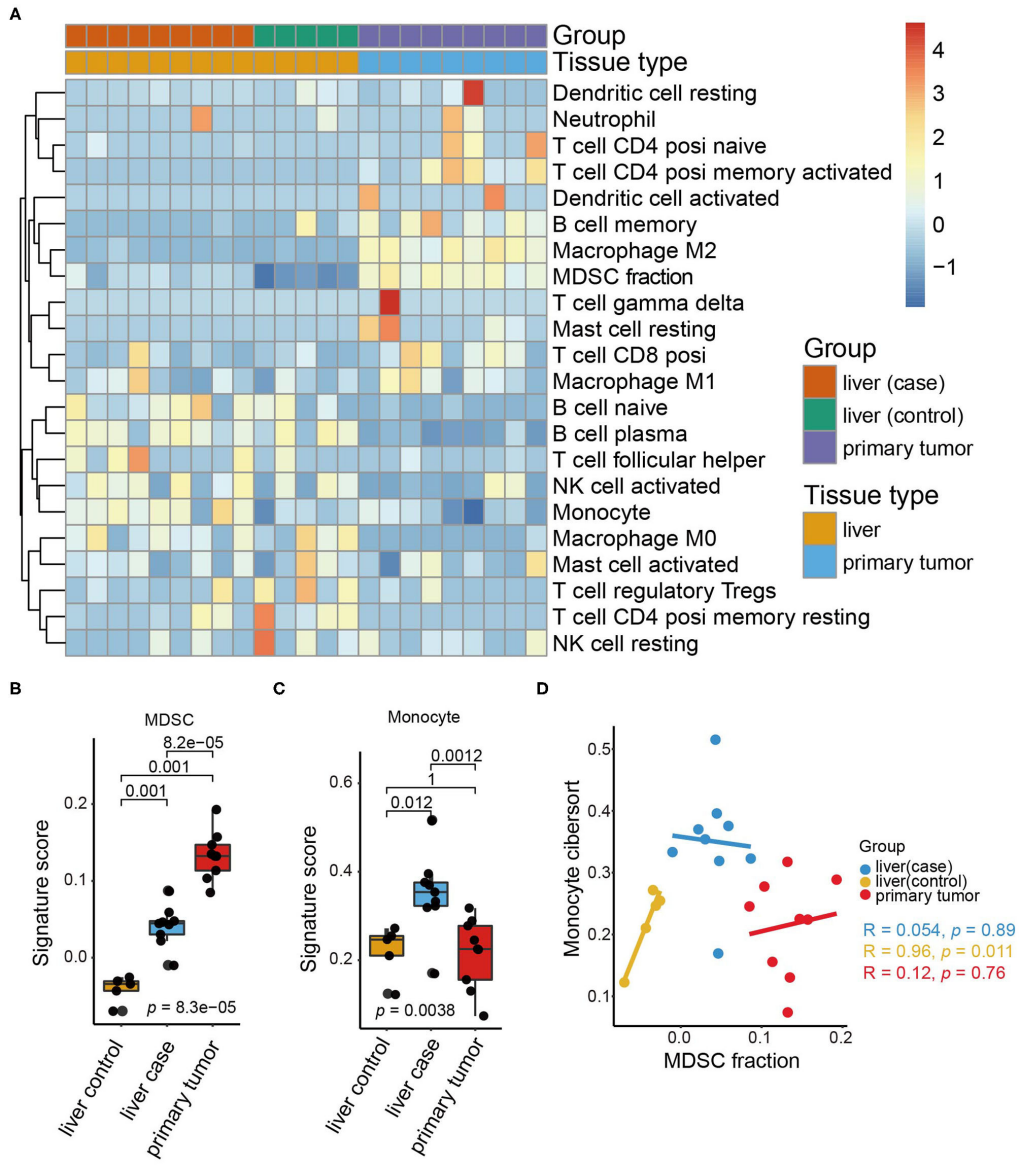
Immune cell landscape of pre-metastatic liver in the orthotopic CRC mouse model. **(A)** The expression of immune cells in our orthotopic colorectal mice models as quantified by CIBERSORT and shown by a heatmap. The tissue group and tissue type are shown as annotations. **(B)** The MDSC signature scores in the liver (control), liver (case), and primary tumor (case). The scattered dots represent the values of different samples. The thick line represents the median value, and the bottom line and top line of the boxes indicate the 25 and 75% values. The statistical difference between tissue groups was compared through the Kruskal–Wallis test. *P*-values are shown. **(C)** Monocyte signature scores in the liver (control), liver (case), and primary tumor. The statistical difference of tissue groups was compared through the Kruskal–Wallis test. *P*-values are shown. **(D)** Scatter plots depicting the correlation between the MDSC signature and monocyte signature of the liver (control), liver (case), and primary tumor, respectively. The colored dots represent the tissue groups (liver (control): yellow; liver (case): blue; primary tumor: red). Spearman correlation between the MDSC signature and monocyte signature is shown (liver (control): *p* = 0.011; liver (case): *p* = 0.89; primary tumor: *p* = 0.76).

Notably, the infiltration of M2 macrophages, MDSCs, and memory B cells increased significantly in the primary tumor, whereas the monocytes and plasma B cell counterparts were decreased. 

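The CIBERSORT matrix is not used here, and the scores below follow marker RNA in the whole tissue, not a proportion of immune cells. Each cell type other than MDSCs was scored as the mean of log2(RPKM + 1) over a short list of marker genes drawn up from general knowledge before the values were seen, each gene standardized over the libraries compared, so that a score has no unit and 0 is the average library. Across the 23 libraries, the M2 macrophage score (6 genes) was 0.529 ± 0.397 (SD, n = 9) in the primary tumor, -0.246 ± 0.356 (n = 9) in pre-metastatic liver (exact *p* = 0.00276), and -0.508 ± 0.167 (n = 5) in control liver (exact *p* = 0.000999). The B cell score (6 genes, which do not tell memory from naïve B cells) was 0.147 ± 0.548 in the tumor, against 0.231 ± 0.891 in pre-metastatic liver (exact *p* = 0.931), and above -0.681 ± 0.263 in control liver, with no overlap between the groups. The plasma cell score (6 genes) was -0.159 ± 0.623 in the tumor, 0.337 ± 0.659 in pre-metastatic liver (exact *p* = 0.113), and -0.321 ± 0.313 in control liver (exact *p* = 0.797). Within the early phase, tumor minus pre-metastatic liver (n = 5 each) was 0.747 for M2 macrophages (exact *p* = 0.0317), -0.287 for B cells (exact *p* = 0.222), and -1.03 for plasma cells (exact *p* = 0.00794). Within the late phase (n = 4 each) these differences were 0.810 (exact *p* = 0.114), 0.168 (exact *p* = 0.486), and 0.170 (exact *p* = 0.686), so the drop in plasma cells was seen in the early phase only. These tests treat tumor and liver as unpaired. Compared within each of the 9 mice, an alternative chosen after seeing the data, the exact sign-flip *p* was 0.0156 for M2 macrophages, 0.816 for B cells, and 0.211 for plasma cells. Scoring the same markers by ssGSEA, chosen for these cell types after seeing the data, moved each difference between the 9 tumors and 9 pre-metastatic livers across 0.05. The M2 macrophage difference became 0.0188 (exact *p* = 0.190). The B cell and plasma cell scores became lower in the tumor than in pre-metastatic liver, by differences of -0.0717 and -0.0797 (exact *p* = 0.00399 each). Against control liver, M2 macrophages stayed under 0.05 by ssGSEA (difference 0.0540, exact *p* = 0.0120) and plasma cells above it. The B cell difference from control liver reversed by ssGSEA, to -0.0160.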

M2 macrophages and MDSCs are classical tumor-infiltrating cells releasing a variety of cytokines including growth factors, inflammatory factors, and chemokines (35), thus resulting in tumor progression and metastasis. Here, we concentrated on MDSCs and found that MDSCs accumulated predominantly in the primary tumor and less in the liver (Figure 1B).

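The MDSC score was 0.305 ± 0.0136 (SD, n = 9) in the primary tumor, 0.220 ± 0.0158 (n = 9) in pre-metastatic liver, and 0.168 ± 0.00629 (n = 5) in control liver. Every tumor scored above every liver. The tumors exceeded pre-metastatic liver by 0.0854 (exact *p* = 4.11e-05) and control liver by 0.137 (exact *p* = 0.000999), each *p* being the smallest its design allows. Within the early phase the difference between tumor and pre-metastatic liver was 0.0842 (n = 5 each, exact *p* = 0.00794), and within the late phase 0.0868 (n = 4 each, exact *p* = 0.0286). Compared within each mouse, the tumor scored higher than the liver in 9 of 9 mice, and the SD of the differences was 0.0210 (exact sign-flip test, *p* = 0.00391, the smallest for 9 mice). Restricting ssGSEA to the 14240 genes with at least 1 RPKM in at least 5 libraries moved the difference from pre-metastatic liver most among the ssGSEA settings, to 0.115, still with no overlap.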

Additionally, comparison of the immune cell composition between the pre-metastatic liver and control liver suggested that MDSCs and monocytes are the only two cell types increased in the pre-metastatic liver. 

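The MDSC score of all 9 pre-metastatic livers exceeded that of all 5 control livers, by a mean of 0.0517 (exact *p* = 0.000999, the smallest for 9 against 5). Among the early-phase livers the difference was 0.0548, again without overlap (exact *p* = 0.0159, n = 5 and 4). Among the ssGSEA settings, the choice of genes moved it most: over genes with at least 1 RPKM in at least 5 libraries it was 0.0859 (exact *p* = 0.000999). With each mouse left out in turn, it stayed between 0.0490 and 0.0555. Blood left in the liver was not tested as a source of the higher score. Of the 36 genes of the set, 27 had an exact *p* under 0.05, 25 of them higher and 2 lower in pre-metastatic liver, and 21 kept an adjusted *p* under 0.05 (Benjamini-Hochberg over the 36 genes). The groups did not overlap for 8 genes: *Ccr2*, *Itgam*, *Itgax*, *Cd33*, *Ptprc*, *Stat3*, *Cd274*, and *Pdcd1* (exact *p* = 0.000999 and adjusted *p* = 0.00450 each). *Itgam*, on chromosome 7 from 128062640 to 128118491, encodes integrin alpha M (CD11b) and was at 0.247 ± 0.108 RPKM (SD, n = 5) in control liver and 1.54 ± 1.18 RPKM (n = 9) in pre-metastatic liver. *Ptprc* (CD45) rose from 1.09 ± 0.290 to 2.83 ± 1.07 RPKM and *Stat3* from 27.2 ± 5.34 to 42.7 ± 5.34 RPKM. *Cd33* rose from 0.0625 ± 0.0172 to 0.248 ± 0.113 RPKM, on 8 to 15 counts in control liver. The largest rises in mean log2(RPKM + 1) were those of *S100a8*, by 1.72, and *S100a9*, by 1.59 (exact *p* = 0.0120 and adjusted *p* = 0.0227 each), and both overlapped between the groups. *Arg1*, which hepatocytes also express, fell from 1504 ± 343 to 602 ± 256 RPKM (exact *p* = 0.00200, adjusted *p* = 0.00599), and *Foxp3* from 0.873 ± 0.130 to 0.703 ± 0.0979 RPKM (exact *p* = 0.0420, adjusted *p* = 0.0559).

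**Figure D2:**
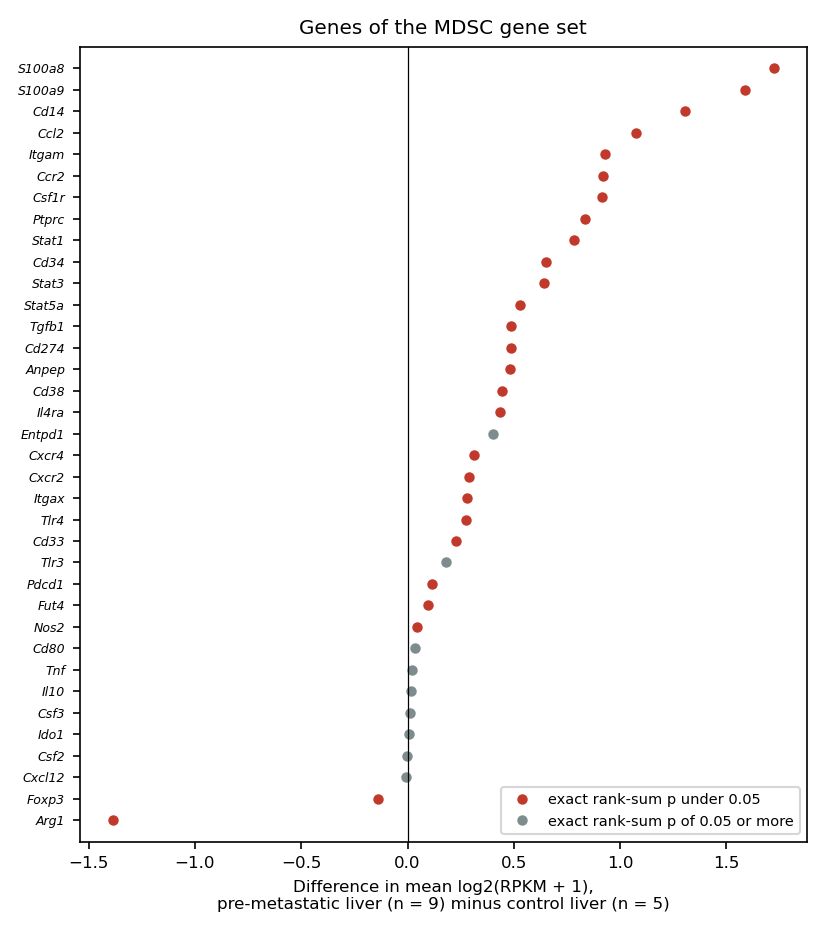
Difference in mean log2(RPKM + 1) between pre-metastatic liver (n = 9) and control liver (n = 5) for each of the 36 genes of the MDSC set, 1 point per gene, red where the exact two-sided Wilcoxon rank-sum *p* is under 0.05. *S100a8* lies at 1.72 and *Arg1* at -1.39, and 25 of the 27 red points are above 0.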

Monocytes were especially enriched in the pre-metastatic liver whereas the primary tumor and control liver shared similar proportions of monocytes (Figure 1C). 

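The monocyte score (7 genes, standardized over the 14 livers) was 0.505 ± 0.574 (SD, n = 9) in pre-metastatic liver and -0.909 ± 0.122 (n = 5) in control liver, a difference of 1.41. All 9 pre-metastatic livers exceeded all 5 control livers (exact *p* = 0.000999, adjusted *p* = 0.00899 over the 9 cell types scored in the livers). The early-phase livers did not overlap either (difference 1.45, exact *p* = 0.0159, n = 5 and 4). Standardizing the markers over all 23 libraries, a setting chosen after seeing the data, lowered the difference to 0.365, with the same exact *p* of 0.000999. On that scale the score was 1.11 ± 0.183 (n = 9) in the primary tumor, -0.581 ± 0.155 in pre-metastatic liver, and -0.947 ± 0.0472 in control liver. Every tumor exceeded every liver, whether compared with pre-metastatic liver (difference 1.69, exact *p* = 4.11e-05) or with control liver (difference 2.05, exact *p* = 0.000999). Between tumor and pre-metastatic liver the difference was 1.66 in the early phase (n = 5 each, exact *p* = 0.00794) and 1.72 in the late phase (n = 4 each, exact *p* = 0.0286). The score follows marker RNA in the whole tissue, not a proportion of immune cells. It therefore does not decide against the similar proportions of Figure 1C.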

Despite the similar origin of monocytes and MDSCs, no statistical correlation was observed between them (Figure 1D), indicating that both cell types may influence pre-metastatic niche establishment via distinct and independent mechanisms. 

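Across the 9 pre-metastatic livers, the monocyte score correlated with the MDSC score with a Spearman rho of 0.867 (exact permutation *p* = 0.00451, adjusted *p* = 0.0180 over 4 relations) and a Pearson r of 0.909 (exact permutation *p* = 0.000347). Without mice M1 and M2, whose monocyte scores were farthest from the median, r was 0.853 (exact *p* = 0.0155) and rho 0.714 (exact *p* = 0.0881). Within the clock phases rho was 0.873 (exact *p* = 0.0108). The ssGSEA score of the monocyte markers moved it most, to a rho of 0.700 (exact *p* = 0.0433). The MDSC set includes *Ccr2*, *Cd14*, and *Csf1r*, which monocytes also express, and no setting run for this relation left such genes out. The correlation therefore does not show that distinct cell types rise together. The 5 control livers are too few for a correlation, and the tumors were not analysed here for this relation.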

Higher fractions of naïve B cells, follicular helper T cells, and M2 macrophages were also observed, despite not reaching statistical significance, implying the crosstalk of MDSCs and immune cells within the pre-metastatic niche (Supplementary Figure 2A). Moreover, activated natural killer (NK) cells were negatively associated with MDSCs in the pre-metastatic niche rather than the primary tumor of the control liver tissues (*p* = 0.021, Supplementary Figure 2B) which validated the crucial role of MDSCs in reforming the pre-metastatic sites compared to other infiltrating counterparts.

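In pre-metastatic liver the M2 macrophage score exceeded that of control liver by 0.829 (0.296 ± 0.737, SD, n = 9, and -0.533 ± 0.424, n = 5; exact *p* = 0.0120, adjusted *p* = 0.0360 over the 9 cell types). Its exact *p* was 0.0635 among the early-phase livers and 0.112 when the markers were standardized over all 23 libraries or scored by ssGSEA. It was 0.0290 with a pseudocount of 0.1, 0.0190 with TPM, and 0.000999 with values scaled to each library's upper quartile. All of these settings were chosen for this score after seeing the data. The B cell score was higher by 0.773 (0.276 ± 0.893 and -0.497 ± 0.32; exact *p* = 0.0829, adjusted *p* = 0.144). Under settings likewise chosen after seeing the data, it passed 0.05 by ssGSEA (exact *p* = 0.0190), and with markers standardized over all 23 libraries or values scaled to each library's upper quartile (exact *p* = 0.0420 each), and did not with a pseudocount of 0.1 (exact *p* = 0.0599) or TPM (exact *p* = 0.0829). The score of follicular helper T cells (4 genes) was higher by 0.670 (0.239 ± 0.720 and -0.431 ± 0.319; exact *p* = 0.112, adjusted *p* = 0.144). In the early phase the exact *p* was 0.190 for B cells and 0.190 for follicular helper T cells.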

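The NK cell score (8 genes, without a marker that tells activated from resting cells) rose with the MDSC score across the 9 pre-metastatic livers, with a Spearman rho of 0.467 (exact permutation *p* = 0.213, adjusted *p* = 0.283 over 4 relations) and a Pearson r of 0.374 (exact permutation *p* = 0.324). Without mice M5 and M7, farthest from the median NK score, r was 0.0379 and rho 0.0357. Such an omission also narrows the range, so it does not show that the relation rests on those mice. Within the clock phases rho was 0.474 (exact *p* = 0.188). From the accumulation of MDSCs in the pre-metastatic liver and their relation to other immune cells (Figure 1, Supplementary Figure 2), the paper reasons that MDSCs have a leading part in reshaping the pre-metastatic site.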

### MDSCs Accumulation May Facilitate Tumor Metastasis With an Immunosuppressive Microenvironment

Considering the indication that MDSCs triggered an immunosuppressive microenvironment, we further attempted to dissect the immunosuppressive mechanisms in the pre-metastatic niche from multiple facets. The high expression of negative immune checkpoint molecules is indicative of immunosuppression. We evaluated the immune checkpoint score based on immune regulatory molecules including *Cd274, Ctla4, Havcr2, Lag3, Pdcd1, Pdcd1lg2*, and *Tigit*. Consistent with the distribution of MDSC fraction, the primary tumor displayed the highest immune checkpoint scores in all groups, whereas the pre-metastatic liver showed the second highest scores (Figure 2A). 

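The immune checkpoint score was the first principal component of the log2(RPKM + 1) of these 7 genes, each standardized over the 23 libraries. It was 2.96 ± 1.09 (SD, n = 9) in the primary tumor, -1.90 ± 0.229 (n = 9) in pre-metastatic liver, and -1.92 ± 0.237 (n = 5) in control liver. Every tumor exceeded every pre-metastatic liver (difference 4.86, exact *p* = 4.11e-05) and every control liver (difference 4.88, exact *p* = 0.000999), and within each mouse the tumor scored higher in 9 of 9 (SD of the differences 1.03, exact sign-flip *p* = 0.00391). Tumor and pre-metastatic liver also did not overlap within the early phase (exact *p* = 0.00794, n = 5 each) or the late phase (exact *p* = 0.0286, n = 4 each). Pre-metastatic and control liver differed by 0.0186, less than the SD of either group (exact *p* = 0.898; exact *p* = 1 in the early phase, n = 5 and 4). Fitting the component on the 14 livers alone moved this result most, to a difference of 2.83 without overlap (exact *p* = 0.000999). The ssGSEA score of the same genes differed by 0.0623 (exact *p* = 0.0290), and a component fitted to RPKM without logs by -0.111 (exact *p* = 0.518). Of the 7 genes, *Lag3* alone had a lower mean in pre-metastatic liver, at 0.266 ± 0.128 RPKM against 0.702 ± 0.439 RPKM in control liver (exact *p* = 0.147). It lies on chromosome 6 from 124904359 to 124912434, next to *Ptms* (124913675 to 124917946, same strand), a gene at 261 to 611 RPKM in the livers.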

Additionally, increasing levels of immune regulatory molecules like *Cd274, Pdcd1, Ctla4*, and *Tigit* were detected respectively, but no statistical significance was observed for *Tigit*. 

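*Cd274*, on chromosome 19 from 29367438 to 29388095, was at 0.362 ± 0.168 RPKM (SD, n = 5) in control liver and 0.938 ± 0.471 RPKM (n = 9) in pre-metastatic liver, without overlap (exact *p* = 0.000999). Its adjusted *p* over the 10 genes of Figure 2C was 0.00333. *Pdcd1*, on chromosome 1 from 94038305 to 94052553, was at 0.00526 ± 0.00481 and 0.0906 ± 0.0702 RPKM, also without overlap (the same *p* values), but on 0 to 1 counts in control liver and 2 to 22 counts in pre-metastatic liver. *Ctla4*, on chromosome 1 from 60909025 to 60915832, was at 0.00707 ± 0.00754 and 0.0459 ± 0.0281 RPKM (exact *p* = 0.00200, adjusted *p* = 0.00500), on 0 to 2 and 1 to 9 counts. *Tigit* was at 0.0571 ± 0.0422 and 0.102 ± 0.0795 RPKM (exact *p* = 0.438, adjusted *p* = 0.486), on 1 to 10 and 0 to 18 counts. In the early phase the exact *p* was 0.0159 for *Cd274* and *Pdcd1* and 0.0317 for *Ctla4*. Over the 10 genes, 8 had an exact *p* under 0.05, 6 an adjusted *p* under 0.05, and 3 did not overlap between the groups. An exact permutation test of the mean log2(RPKM + 1), in place of ranks, and the early phase alone each left 5 genes under 0.05.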

Considering the aforementioned studies, we sorted the important immunosuppressive factors secreted by MDSCs and analyzed their expression. The genes associated with T-cell suppression [*Tgfb1* (36), *Nos2* (37)] and immunosuppressive markers [*Ptgs2* (38), *Hif1a* (39)] were predominantly enriched in the pre-metastatic liver compared with the control liver (Figures 2B,C). 

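*Tgfb1*, on chromosome 7 from 25687002 to 25705077, was at 3.68 ± 0.713 RPKM (SD, n = 5) in control liver and 5.80 ± 2.04 RPKM (n = 9) in pre-metastatic liver (exact *p* = 0.0420, adjusted *p* = 0.0524 over the 10 genes). *Nos2* was at 0.00962 ± 0.0153 and 0.0435 ± 0.0425 RPKM (exact *p* = 0.0405, adjusted *p* = 0.0524), on 0 to 9 and 2 to 35 counts. *Ptgs2* was at 0.0206 ± 0.0304 and 0.0703 ± 0.0648 RPKM (exact *p* = 0.0290, adjusted *p* = 0.0483), on 1 to 19 and 3 to 51 counts. *Hif1a*, on chromosome 12 from 73901324 to 73947554, was at 6.78 ± 0.714 and 6.98 ± 1.10 RPKM, a difference smaller than the SD of either group (exact *p* = 1). *Ido2*, also shown in Figure 2C, rose from 7.61 ± 1.18 to 11.5 ± 2.67 RPKM (exact *p* = 0.00699, adjusted *p* = 0.0140). Among the early-phase livers *Nos2* stayed under 0.05 (exact *p* = 0.0317), and *Tgfb1*, *Ptgs2*, and *Ido2* did not (exact *p* = 0.190, 0.111, and 0.111).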

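*Mmp9*, on chromosome 2 from 164940744 to 164955850, was at 0.0516 ± 0.0174 RPKM (SD, n = 5) in control liver, on 7 to 14 counts, and at 0.324 ± 0.308 RPKM (n = 9) in pre-metastatic liver, on 13 to 205 counts. The groups did not overlap in RPKM (exact *p* = 0.000999, adjusted *p* = 0.00333), nor did the early-phase livers (exact *p* = 0.0159, n = 5 and 4).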

The expression of *Mmp9* (40), which promotes aberrant vasculature formation and facilitates remodeling of the pre-metastatic niche, was higher compared to that in the control liver (Figures 2B,C).

**Figure 2:**
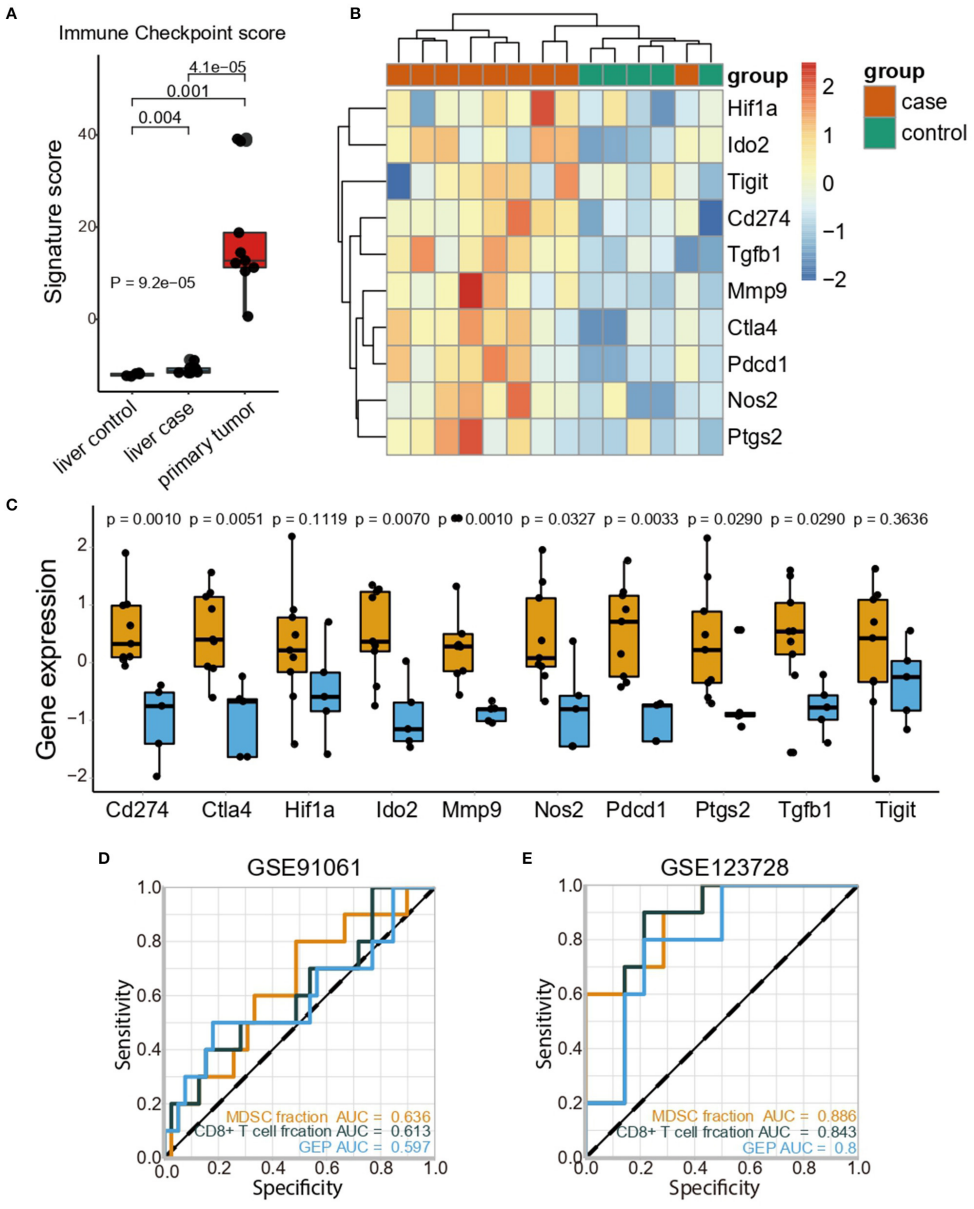
MDSCs accumulation may facilitate tumor metastasis with an immunosuppressive microenvironment. **(A)** Immune checkpoint scores in the liver (control), liver (case), and primary tumor (case). The statistical difference among tissue groups was compared by the Kruskal–Wallis test. *P*-values are shown. **(B)** Heatmap showing the expression profiles of immune checkpoint genes and immunosuppressive genes in the liver (control) and liver (case). **(C)** Expression of immunosuppressive genes in the liver (control) and liver (case). Yellow and blue represent the liver (case) and liver (control), respectively. The statistical differences between the liver (control) and liver (case) were compared by the Wilcoxon test. The box plots represent the median value and interquartile range. *P*-values are indicated. **(D)** Comparisons of the predictive accuracy of the MDSC fraction, CD8+ T cell fraction and GEP in the GSE91061 cohort. **(E)** Comparisons of the predictive accuracy of the MDSC fraction, CD8+ T cell fraction and GEP in the GSE123728 cohort.

Further investigation in The Cancer Genome Atlas Colon and Rectal Cancer (TCGA-COAD-READ) cohort confirmed that high MDSC levels were associated with the upregulation of immune checkpoint genes (Supplementary Figure 3A). Furthermore, the immune-excluded phenotype was identified as an important indicator of the immune-suppressive microenvironment; we then evaluated the corresponding signatures generated by Mariathasan et al. (30) and the exhausted CD8+ T cell signature from Danaher et al. (31). As expected, patients with CRC in the high MDSC group exhibited elevated immune-excluded signature scores, implying that MDSCs might exert immunosuppressive functions by the depletion of T cell activity and enhanced stromal cell proliferation (30) (Supplementary Figure 3B). Moreover, MDSCs were positively correlated with the marker genes for epithelial-mesenchymal transition (EMT) correlated with immune-excluded phenotypes such as TWIST1, ZEB1, ZEB2, and VIMENTIN (Supplementary Figure 3C). Considering the high correlation between MDSCs and immune signatures, we examined the predictive ability of the MDSC fraction in immune therapy cohorts (GSE91061, GSE35640, GSE115821, GSE63557, and GSE123728). Notably, the MDSC fraction discriminated the responders and non-responders toward immune checkpoint inhibitors (ICI) with a higher predictive power [area under curve (AUC) = 0.636, Figure 2D)] compared to both the CD8+ T cell fraction (AUC = 0.613) and gene expression profile score (GEP) (AUC = 0.597) in the GSE91061 cohort. The predictive value of the MDSC fraction was also validated in the GSE35640 (Supplementary Figure 4A), GSE115821 (Supplementary Figure 4B), and GSE63557 (Supplementary Figure 4C) datasets, and showed a similar predictive power compared with the CD8+ T cell fraction and GEP. Besides, high accuracy of MDSCs fraction in predicting recurrence of patients with stage III/IV melanoma undergoing neoadjuvant/adjuvant ICI therapy was observed (AUC = 0.886, Figure 2E). Collectively, MDSCs inhibited an anti-tumor immune response by upregulating the negative immune checkpoint molecules and immunosuppressive cytokines, accompanied by an immune excluded phenotype, thus reaching a convincing power in predicting the ICI efficacy.

### MDSCs Accumulated in the Pre-metastatic Liver in the Orthotopic CRC Mouse Model

Given the elevated MDSC signature score revealed in pre-metastatic liver compared to normal liver, we further verified whether high frequencies of MDSCs could be detected. Therefore, the liver, spleen, bone marrow, kidney, and peripheral blood of mouse models within 3 weeks at the pre-metastatic phase were collected for further flow cytometric analysis (Figure 3A). Total MDSCs of liver were significantly higher in the tumor-bearing group compared to sham-operation group, which was consistent with the RNA-sequence analysis results (Figure 1B). Notably, MDSCs prone to accumulate in the liver of tumor-bearing mice with the highest MDSC proportions (Figure 3B). Consistently, the fractions of MDSCs also increased in other tissues except for the bone marrow, suggesting that the liver was amenable to MDSC infiltration, thereby shaping a pre-metastatic microenvironment. As bone marrow is the major source of MDSCs, similar levels of MDSCs were observed in the normal subset and under the tumor-bearing environment (Figure 3B). Here, we also observed that higher MDSCs fractions of spleen presented in the tumor-bearing group compared to sham-operation group, indicating spleen serves as reservoir of MDSCs. As previous studies suggested (41–43), spleen was the largest immune organ which could also produce MDSCs in cancer conditions.

**Figure 3:**
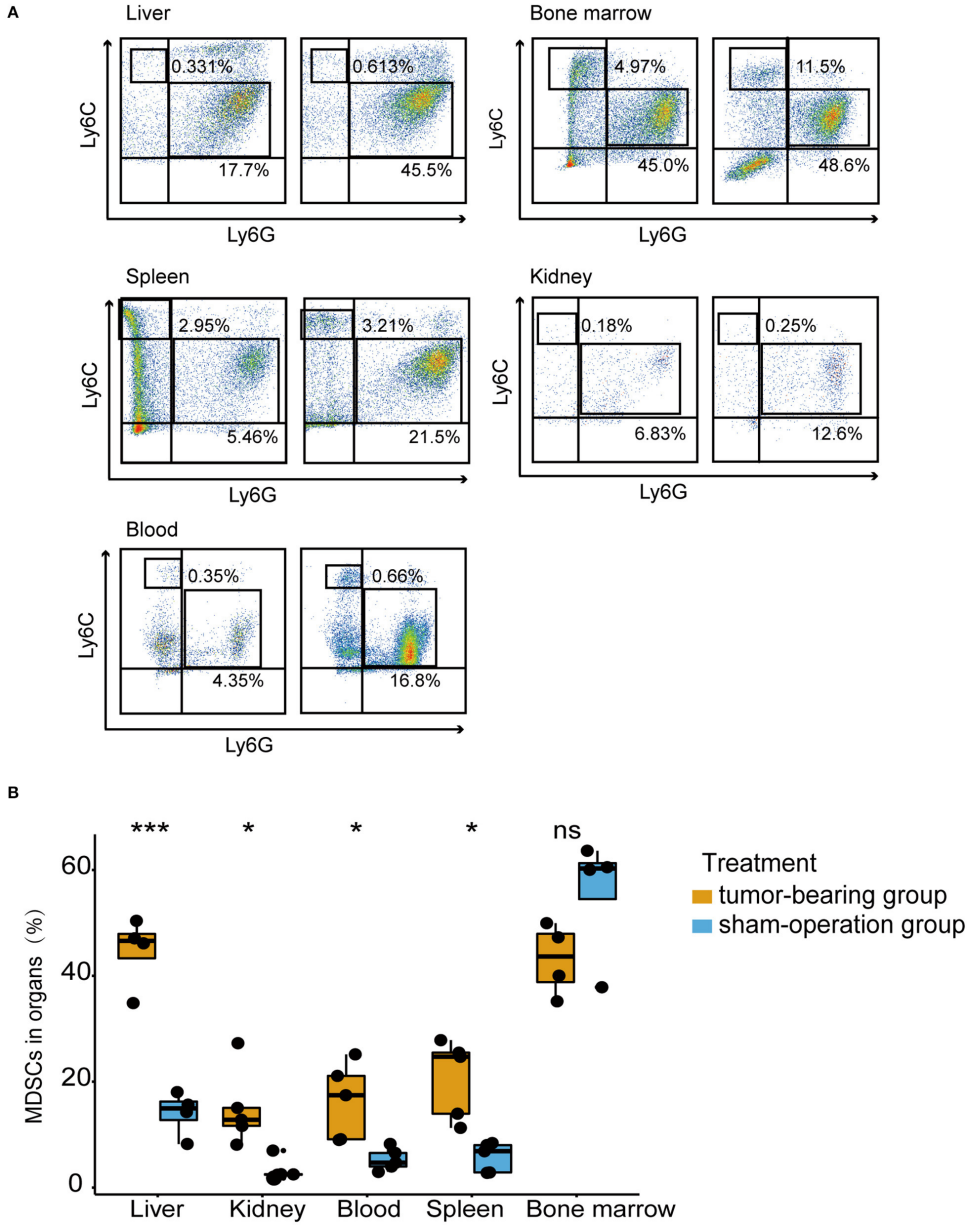
MDSCs accumulated in the pre-metastatic liver in an orthotopic CRC mouse model. **(A)** The percentage of PMN-MDSCs and M-MDSCs in the liver, bone marrow, spleen, kidney, blood of tumor-bearing mice, and sham-operation mice by flow cytometric analysis. Mouse MDSCs are classified as PMN-MDSCs (CD11b^+^Ly6C^low^Ly6G^+^) and M-MDSCs (CD11b^+^Ly6C^high^Ly6G^−^). Left figures represent the sham-operation group, and right figures represent the tumor-bearing group. *n* = 4 – 5 organ samples in each group. **(B)** Quantification of total MDSCs proportions from liver, bone marrow, spleen, kidney, blood in each treatment group. Total MDSCs are defined as the sum of PMN-MDSCs and M-MDSCs. The statistical differences between the sham-operation group and tumor-bearing group of each organ were compared by the Wilcoxon test. The box plots indicate the median value and interquartile range. ^*^P < 0.05, ^***^P < 0.001, ns indicates no significance.

### High MDSC Infiltration Indicated Poor Prognosis in CRC Patients

To verify whether the MDSC level increases in patients with CRC but without metastasis, we first analyzed the proportion of MDSCs in the peripheral blood mononuclear cell (PBMC) fraction of healthy volunteers (*n* = 9) and patients with CRC (*n* = 25) by flow cytometry. The PBMC population was selected based on CD11b^+^ and HLA-DR^−^ (Figure 4A). We examined the proportion of PMN-MDSCs and M-MDSCs based on CD15 and CD14 expression, and defined the total MDSCs as the sum of PMN-MDSCs and M-MDSCs. Collective data revealed that the properties of total MDSCs in the PBMCs of CRC patients were elevated significantly compared with those in healthy volunteers (Figure 4B). Additionally, the association of MDSCs and prognosis was explored in the TCGA-COAD-READ cohort from TCGA using MDSC signatures proposed by Wang et.al (44). Patients with high MDSCs infiltration showed significantly worse overall survival (Figure 4C). Taken together, these results indicated that high frequencies of MDSCs in patients with CRC indicated poor clinical outcomes.

**Figure 4:**
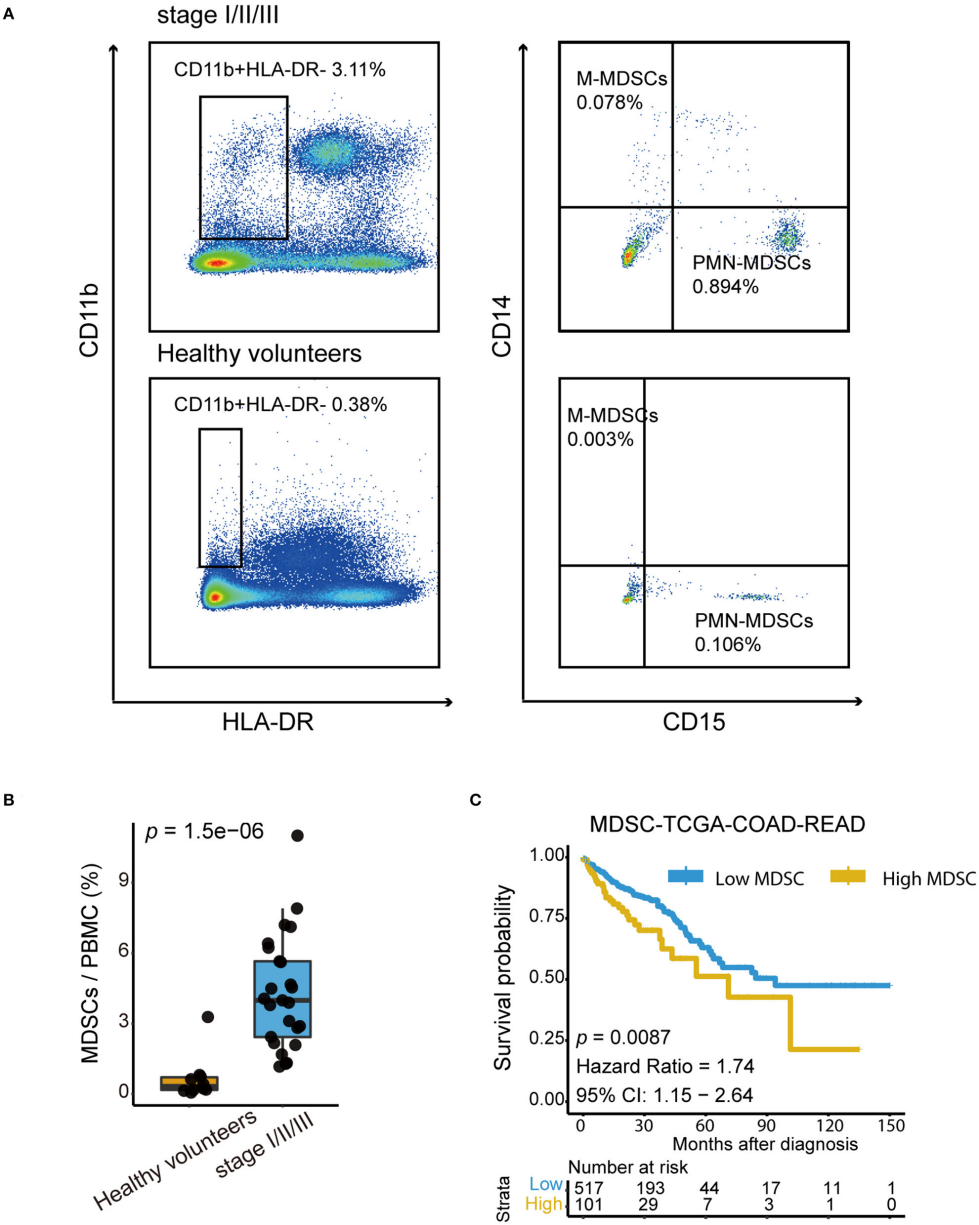
High MDSC infiltration indicated poor prognosis in CRC patients. **(A)** Representative Fluorescence activated Cell Sorting (FACs) plots showing the percentage of PMN-MDSCs and M-MDSCs in healthy volunteers and in patients with stage I–III colorectal cancer. The gating strategy of the human MDSCsubpopulation is based on CD14 and CD15 markers after the selection of CD11b and HLA-DR. **(B)** Quantification of total human MDSCs proportions in healthy volunteers and in patients with stage I-III colorectal cancer. Total MDSCs are defined as the sum of PMN-MDSCs and M-MDSCs. The statistical differences between healthy volunteers and stage I–III were compared by the Wilcoxon test. The box plots indicate the median value and interquartile range. *P*-values are shown. **(C)** Kaplan–Meier curves for high MDSC and low MDSC groups in the TCGA-COAD-READ cohort (*p* = 0.0087, Hazard Ratio = 1.74, 95% CI: 1.15 – 2.64).

### The Primary Tumor Induced MDSC Accumulation in the Distant Liver via Metabolic Reprogramming and Chemotactic Mechanisms

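For each of the 17778 genes with at least 10 counts in at least 5 of the 9 primary tumors, tumor RPKM was correlated with the MDSC score of the liver of the same mouse. A Spearman correlation had an exact *p* under 0.01 for 175 genes, of which 91 rose and 84 fell with the liver score, where chance alone gives 147. No gene had an adjusted *p* under 0.05 (0 of 17778, with a lowest adjusted *p* of 0.482), and 925 had an unadjusted *p* under 0.05. When the livers were re-paired at random with tumors of other mice, 28 of 100 pairings, the real one included, gave at least as many genes, and the other 99 gave 52 to 303 (median 139). Replacing the ssGSEA score by the first principal component of the MDSC genes left 112 genes. Leaving out mice M10 and M12, whose tumors hold liver transcripts, an alternative chosen after seeing the data, left 89. An ssGSEA exponent of 1 gave 189.

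**Figure D3:**
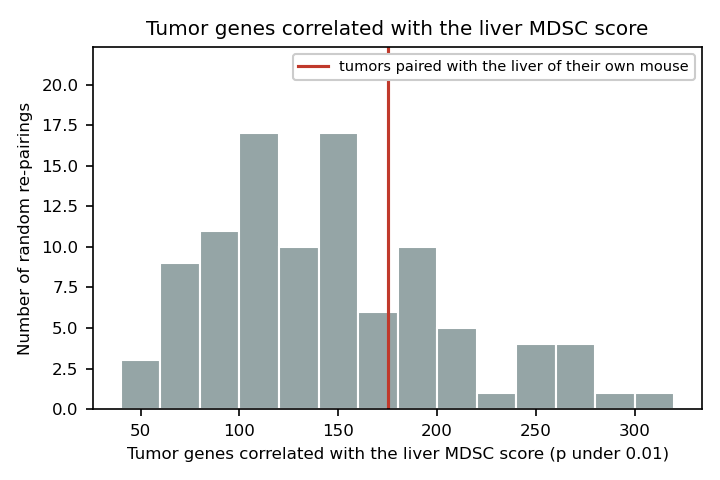
Number of tumor genes correlated with the liver MDSC score at an exact Spearman *p* under 0.01 (horizontal axis) in 99 random re-pairings of the 9 tumors with the 9 livers (bars, number of re-pairings). The red line marks the 175 genes found when each tumor is paired with the liver of its own mouse, inside the range of 52 to 303 of the re-pairings.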

To explore the latent biological mechanism by which the primary tumor induces MDSC accumulation in pre-metastatic niches, we performed gene set enrichment analysis on genes associated with the MDSC fraction (*p* < 0.01) to perform gene set enrichment analysis (GSEA) analysis. 

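KEGG is not used here. Among the 175 tumor genes correlated with the liver MDSC score, 6 of the 21 tested genes of a textbook list of glycolysis appeared (*Eno2*, *Gpi1*, *Hk2*, *Pfkl*, *Pgk1*, and *Tpi1*), where 0.207 would appear by chance (Fisher's exact test against the 17778 tested genes, two-sided *p* = 4.01e-08, odds ratio 41.6). Genes are not independent of one another, so the same count was taken in the random re-pairings of tumors and livers: 2 of 100, the real pairing included, gave as many glycolysis genes. Of 867 Reactome gene sets, tested against the same genes by the one-sided exact hypergeometric test, 2 had an adjusted *p* under 0.05: glycolysis (6 of 26 genes, *p* = 1.63e-07, adjusted *p* = 0.000142) and glucose metabolism (7 of 67 genes, *p* = 4.20e-06, adjusted *p* = 0.00182). Gluconeogenesis had 4 of 30 genes (adjusted *p* = 0.0588). In 18 of 100 re-pairings at least 1 set passed, and in 5 of 100 the smallest *p* was as small as with the real pairing.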

Intriguingly, the selected genes were significantly enriched in metabolic signaling pathways including glycolysis/gluconeogenesis, HIF-1 signaling, carbon metabolism, galactose metabolism, and amino acid biosynthesis in the primary tumor, which were also associated with the MDSC infiltration level in pre-metastatic liver tissues (Figure 5A). Simultaneously, key molecules associated with the abovementioned metabolic pathways were identified. 

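Of the 11 genes in the network of Figure 5B, 7 had an exact Spearman *p* under 0.01 between tumor expression and the MDSC score of the same mouse's liver, and 10 had one under 0.05. The paper drew these genes from those it had found associated with MDSCs in the same mice, so testing them again is no independent test, and an adjusted *p* over the 11 genes (Benjamini-Hochberg) leaves that selection out. Over the 17778 genes tested, the lowest adjusted *p* of any gene was 0.482. Of the 10, 9 rose with the liver score, and *Atp1a4* fell (rho -0.797, exact *p* = 0.0153), on 0 to 4 counts per tumor. *Eno2* was at 26.7 ± 12.1 RPKM (SD, n = 9 tumors), with a rho of 0.950 (exact *p* = 0.000353, adjusted *p* = 0.00129) and a Pearson r of 0.846 (exact *p* = 0.00272), or 0.764 without the 2 tumors farthest from its median. *Tpi1*, at 797 ± 174 RPKM, had a rho of 0.833 (exact *p* = 0.00827, adjusted *p* = 0.0130) and an r of 0.753 (exact *p* = 0.0204). Without the 2 farthest tumors its r fell to 0.496 (exact *p* = 0.249) and its rho was 0.750 (exact *p* = 0.0663). Leaving out the farthest tumors narrows the range, so a lower r does not show that a relation rests on them. *Galk1*, at 52.7 ± 8.19 RPKM, had a rho of 0.80 (exact *p* = 0.0138, adjusted *p* = 0.0188) and an r of 0.809 (exact *p* = 0.00720), 0.671 (exact *p* = 0.0992) without the farthest tumors. *Pgm2*, at 30.8 ± 8.71 RPKM, had a rho of 0.767 (exact *p* = 0.0214, adjusted *p* = 0.0235) and an r of 0.829 (exact *p* = 0.00532), 0.714 (exact *p* = 0.0681) without them. *Hk1*, at 30.5 ± 4.71 RPKM, did not pass 0.05, with a rho of 0.683 (exact *p* = 0.0503, adjusted *p* = 0.0503) and an r of 0.625 (exact *p* = 0.0675), 0.396 without the 2 farthest tumors. The values of rho within the clock phases were 0.952 for *Eno2* (exact *p* = 0.00174), 0.828 for *Tpi1* (exact *p* = 0.0177), 0.831 for *Galk1* (exact *p* = 0.0163), 0.766 for *Pgm2* (exact *p* = 0.0358), and 0.681 for *Hk1* (exact *p* = 0.0635). Scoring MDSCs by the first principal component, or by ssGSEA over genes with at least 1 RPKM in at least 5 libraries, gave 4 genes under 0.01. With the component these included *Atp1a4*, which is not among the 7. Pearson's correlation gave 8, and ssGSEA with TPM over genes above 0 in at least 1 tumor, chosen after seeing the data, gave 10.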

Among them, *Hk1, Pgk1, Pfkl, Eno2, Pgm2, Tpi1*, and *Galk1* were important regulating proteins involved in several metabolic pathways (Figure 5B). We further focused on the relationship between pre-metastatic MDSCs and the metabolic pathways of the primary tumor. Glucose metabolism was a vital pathway linking the primary tumor and pre-metastatic MDSC accumulation. 

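The ssGSEA score of the 23 textbook glycolysis genes in the primary tumor did not follow the liver MDSC score across the 9 mice: Spearman rho was -0.150 (exact permutation *p* = 0.708, adjusted *p* = 0.708 over 4 relations) and Pearson r 0.0349 (exact permutation *p* = 0.929). Without the tumors of mice M7 and M12, farthest from the median, r was -0.460 (exact *p* = 0.305), and within the clock phases rho was -0.0575 (exact *p* = 0.881). The sign depended on the setting. Over genes with at least 1 RPKM in at least 5 libraries rho was 0.650 (exact *p* = 0.0666), and over protein-coding genes, a setting chosen after seeing the data, 0.483 (exact *p* = 0.194). The first principal component of the same genes had a rho of 0.783 (exact *p* = 0.0172, adjusted *p* = 0.0689 over 4 further relations) and an r of 0.758 (exact *p* = 0.0189). Without mice M1 and M5, its r was 0.560 (exact *p* = 0.204) and its rho 0.536 (exact *p* = 0.236). Their omission narrows the range, so it does not show that the relation rests on them. Within the phases the component's rho was 0.783 (exact *p* = 0.0295).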

Although glycolysis was poorly relevant to MDSCs, other pathways including the NADH metabolic process, pyruvate metabolic process, and glucose metabolic process were highly correlated with both MDSCs and glycolysis, suggesting that glucose metabolism, especially glycolysis metabolism contributed to mediate MDSC changes in the pre-metastatic microenvironment (Supplementary Figure 4D). 

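The paper's text does not name the genes of its hypoxia score, and a list of 51 hypoxia genes was used here, written down from memory of a published hypoxia metagene before the values were seen and not compared with its source. It was scored as their first principal component over the 9 primary tumors. The score correlated with the MDSC score of the same mouse's liver with a Spearman rho of 0.80 (exact permutation *p* = 0.0138, adjusted *p* = 0.0277 over 4 relations) and a Pearson r of 0.671 (exact permutation *p* = 0.0494). Without mice M1 and M10, farthest from the median hypoxia score, r was 0.526 (exact *p* = 0.218) and rho 0.750 (exact *p* = 0.0663). As this narrows the range, the lower r does not show that the linear relation rests on those mice. Within the clock phases rho was 0.80 (exact *p* = 0.0278). With MDSCs scored by the first principal component, rho was 0.683 (exact *p* = 0.0503).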

Intriguingly, primary tumor hypoxia status was positively associated with MDSC fraction of pre-metastatic liver (mouse model: Spearman test, *r* = 0.817, *p* = 0.011; Figure 5C), while the same correlation was observed in both GSE49355 and GSE14297 datasets containing patients with colorectal cancer liver metastasis, which indicated that hypoxia condition of primary tumor might trigger the metastasis process to target liver via HIF-1 signaling (GSE49355: Spearman test, *r* = 0.681, *p* = 0.012; GSE14297: Spearman test, *r* = 0.459, *p* = 0.056, Figures 5D,E).

**Figure 5:**
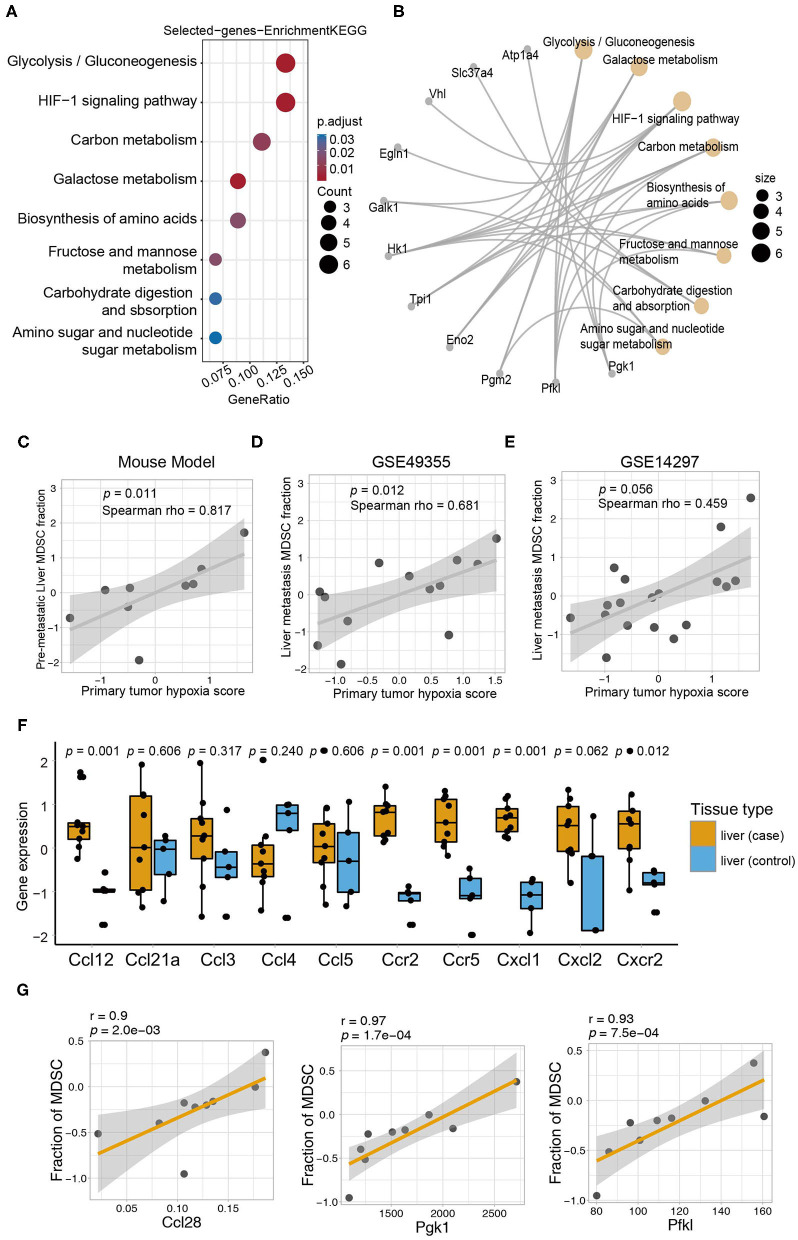
The primary tumor induced MDSC accumulation in the distant liver via metabolic reprogramming and chemotactic mechanisms. **(A)** KEGG enrichment analysis of genes correlated with MDSCs. The size of the circles represents the number of genes from each KEGG pathway. **(B)** The network showing the genes and their corresponding KEGG terms. **(C)** Correlation of the MDSC fraction from the pre-metastatic liver and hypoxia score of the primary tumor (Spearman test, *p* = 0.011, *r* = 0.817). **(D)** Correlation of the MDSC fraction in the metastatic liver and hypoxia score of the primary tumor in GSE49355 dataset (Spearman, *p* = 0.012, *r* = 0.681). **(E)** Correlation of the MDSC fraction in the metastatic liver and hypoxia score of the primary tumor in GSE14297 dataset (Spearman, *p* = 0.056, *r* = 0.459). **(F)** The expression of chemokines related to MDSCs in the liver (control) and liver (case). Yellow and blue represent the liver (case) and liver (control), respectively. Statistical differences between the liver (control) and liver (case) were compared by the Wilcoxon test. Box plots represent the median value and interquartile range. *P*-values are indicated. **(G)** The relationship between fraction of MDSC in pre-metastatic liver and chemokines (Ccl28) and HIF1 pathway genes (Pgk1 and Pfkl) in primary tumor of mouse model (Spearman, Ccl28: *r* = 0.9, *p* = 2.0*e*−03; Pgk1: *r* = 0.97, *p* = 1.7*e*−04; Pfkl: *r* = 0.93, *p* = 7.5*e*−04).

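In the 9 primary tumors, *Pfkl*, on chromosome 10 from 77986947 to 78009796, was at 55.6 ± 13.1 RPKM (SD) and *Pgk1*, on chromosome X from 106187100 to 106203699, at 785 ± 246 RPKM. With the liver MDSC score of the same mouse, *Pfkl* had a Spearman rho of 0.983 (exact *p* = 4.96e-05, adjusted *p* = 0.000546 over the 11 genes of Figure 5B, which were selected for this relation in the same mice) and a Pearson r of 0.938 (exact *p* = 0.000240). *Pgk1* had a rho of 0.950 (exact *p* = 0.000353, adjusted *p* = 0.00129) and an r of 0.892 (exact *p* = 0.00112). Without the tumors of mice M1 and M5, farthest from the median of both genes, r was 0.966 for *Pfkl* (exact *p* = 0.000397) and 0.876 for *Pgk1* (exact *p* = 0.0103). The values of rho within the clock phases were 0.987 for *Pfkl* (exact *p* = 0.000347) and 0.952 for *Pgk1* (exact *p* = 0.00174).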

As chemokines are known to be essential for MDSC recruitment into the pre-metastatic microenvironment, we also analyzed the expression of chemokines that were validated to recruit MDSCs in previously published data (45). All selected chemokines except for *Ccl4* were elevated in the pre-metastatic liver, whereas only *Ccl12, Ccr2, Ccr5, Cxcl1*, and *Cxcr2* reached statistically significant levels (Figure 5F). Furthermore, we applied a correlation analysis between chemokines and MDSCs to obtain the potential chemokines acting in our model. 

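In control liver (n = 5) and pre-metastatic liver (n = 9), *Cxcl1*, on chromosome 5 from 90891245 to 90893121, was at 8.83 ± 5.08 and 88.6 ± 38.0 RPKM (SD), *Ccr2* at 0.261 ± 0.101 and 1.43 ± 0.538 RPKM, and *Ccl12* at 0.0724 ± 0.0552 and 0.620 ± 0.364 RPKM, the last on 0 to 5 and 6 to 38 counts. None of these 3 overlapped between the groups (exact *p* = 0.000999, adjusted *p* = 0.00250 each, over the 10 genes of Figure 5F). *Cxcr2* was at 0.104 ± 0.0411 and 0.363 ± 0.236 RPKM (exact *p* = 0.0120, adjusted *p* = 0.0240). *Ccl4* was lower in pre-metastatic liver, at 0.298 ± 0.153 and 0.212 ± 0.199 RPKM (exact *p* = 0.24). *Ccl21a*, *Ccl3*, *Ccl5*, and *Cxcl2* were higher, with exact *p* values of 0.606, 0.313, 0.797, and 0.140. Among the early-phase livers *Cxcl1*, *Ccr2*, *Ccl12*, and *Cxcr2* did not overlap between the groups (exact *p* = 0.0159 each, n = 5 and 4).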

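The tumor expression of the 32 chemokine and receptor genes of Table 1 was correlated with the MDSC score of the same mouse's liver across the 9 mice. Spearman rho was positive for 9 genes and negative for 23, and 3 genes had an exact *p* under 0.05, all with a negative rho. After adjustment over the 32 genes, 0 passed. *Ccr9*, at 0.0991 ± 0.0745 RPKM (SD, n = 9) on 3 to 59 counts, had a rho of -0.80 (exact *p* = 0.0138) and a Pearson r of -0.852 (exact *p* = 0.00370), -0.725 (exact *p* = 0.0619) without the 2 tumors farthest from the median. *Ccl21a*, at 0.742 ± 1.27 RPKM on 0 to 215 counts, had a rho of -0.750 (exact *p* = 0.0255) and an r of -0.822 (exact *p* = 0.00411), -0.874 (exact *p* = 0.0151) without them. *Cxcl14*, at 14.4 ± 16.1 RPKM, had a rho of -0.717 (exact *p* = 0.0369) and an r of -0.352 (exact *p* = 0.357), -0.486 without them. The adjusted *p* was 0.393 for each of the 3 genes. With ranks centered within the clock phases, rho was -0.831 for *Ccr9* (exact *p* = 0.0167), -0.760 for *Ccl21a* (exact *p* = 0.0455), and -0.746 for *Cxcl14* (exact *p* = 0.0361). An ssGSEA exponent of 1 moved the count most among the alternatives set in advance, from 3 to 6 genes.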

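*Ccl28*, on chromosome 13 from 119610520 to 119654359, was at 0.0570 ± 0.0235 RPKM (SD) in the 9 primary tumors, on 3 to 30 counts per tumor, so that counting error alone was 23.6% of a tumor's value at the median count. It correlated with the liver MDSC score of the same mouse with a Spearman rho of 0.683 (exact permutation *p* = 0.0503, adjusted *p* = 0.403 over 32 genes) and a Pearson r of 0.693 (exact permutation *p* = 0.0358). Without mice M1 and M7, farthest from the median of *Ccl28*, r was 0.350 (exact *p* = 0.388) and rho 0.429 (exact *p* = 0.354). The range is narrower without them, so the lower values do not show that the relation rests on those mice. Within the clock phases rho was 0.694 (exact *p* = 0.0639). When the counts were redrawn 10000 times with their counting error, 95% of the rho values lay between 0.150 and 0.867. The exact *p* fell to the other side of 0.05 under several settings. The correlation had a rho of 0.767 (exact *p* = 0.0214) with MDSCs scored by the first principal component, and 0.700 (exact *p* = 0.0433) with an ssGSEA exponent of 1, but 0.617 (exact *p* = 0.0857) without the genes tested singly in Figures 2C and 5F.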

CCL28, which mainly shows broad antimicrobial activity (46), was identified as key chemokine with a strong correlation, indicating that they may contribute in recruiting MDSCs to the pre-metastatic niche in our model (Spearman test, *p* = 0.002028, *r* = 0.9, Table 1). Except for the robust association between *Ccl28* and MDSC fraction, *Ccl28* (Figure 5G) was also observed positive correlation with immune suppressive signatures (Supplementary Figure 4E), including tumor-associated macrophages, ICI resistance, exosome assemble, and EMT process, highlighting the potential power in altering immune microenvironment of *Ccl28* is worth further investigated. 

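Tumor *Ccl28* was correlated with 6 signatures of Supplementary Table 1 in the liver of the same mouse, each scored as the first principal component over the 9 pre-metastatic livers. Each component was signed to rise with the mean of its genes. The 8 genes of EMT1 are the epithelial genes *Cldn3*, *Cldn4*, *Cldn7*, and *Cdh1*, and *Vim*, *Twist1*, *Zeb1*, and *Zeb2*. A higher EMT1 score therefore need not mean more EMT. The EMT1 score had a Spearman rho of 0.867 (exact *p* = 0.00451, adjusted *p* = 0.0271 over the 6 signatures) and a Pearson r of 0.704 (exact *p* = 0.0361), 0.644 (exact *p* = 0.144) without mice M1 and M7. The EMT2 score had a rho of 0.783 (exact *p* = 0.0172, adjusted *p* = 0.0517) and an r of 0.707 (exact *p* = 0.0369), 0.875 (exact *p* = 0.0157) without them. The EMT3 score had a rho of 0.700 (exact *p* = 0.0433, adjusted *p* = 0.0865) and an r of 0.621 (exact *p* = 0.0705), 0.475 without them. With ranks centered within the clock phases, rho was 0.924 for EMT1 (exact *p* = 0.00278), 0.835 for EMT2 (exact *p* = 0.0167), and 0.725 for EMT3 (exact *p* = 0.0438). Leaving out mice M10 and M12, an alternative chosen after seeing the data, with the components kept as fitted on the 9 livers, rho was 0.857 for EMT1 (exact *p* = 0.0238), 0.750 for EMT2 (exact *p* = 0.0663), and 0.607 for EMT3 (exact *p* = 0.167). Refitting the component on the 7 livers left gave EMT1 a rho of -0.214 (exact *p* = 0.662), with a score that no longer followed the kept one (r = -0.205). From the correlations of Table 1 and Figure 5G, the paper proposes that CCL28 from the primary tumor takes part in recruiting MDSCs to the pre-metastatic liver.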

In summary, metabolic signaling pathways and the CCL28 chemokine axis are prospective mechanisms that mediate the crosstalk between MDSC accumulation in the primary tumor and pre-metastatic liver.

**Table 1:** The relationship between MDSCs in pre-metastatic liver and chemokines in primary tumor of mouse model.

**Chemokines**	**Spearman correlation**	***P*-value**
Ccl21a	−0.91667	0.001312
Ccl28	0.9	0.002028
Ccr9	−0.76667	0.02139
Ccl8	−0.71667	0.036866
Cxcl14	−0.68333	0.05032
Cxcl14	−0.68333	0.05032
Ccl17	−0.6	0.096798
Ccr3	−0.58333	0.107997
Cxcl16	−0.56667	0.120574
Cxcl16	−0.56667	0.120574
Cxcl1	0.533333	0.147525
Cxcl9	−0.51667	0.1618
Ccl11	−0.5	0.177662
Ccr1	−0.48333	0.1938
Ccr5	−0.45	0.229817
Cxcl5	0.366667	0.33626
Ccr7	−0.35	0.358581
Cxcl12	−0.33333	0.385323
Ccl24	−0.3	0.436624
Ccl5	−0.3	0.436624
Ccl9	0.3	0.436624
Ccr10	0.283333	0.462991
Ccl22	−0.26667	0.493331
Ccl25	−0.26667	0.493331
Cxcl11	−0.26667	0.493331
Cxcl2	0.266667	0.493331
Ccl2	0.216667	0.580941
Ccl3	0.216667	0.580941
Ccl4	0.2	0.613404
Cxcl13	−0.2	0.613404
Ccl12	−0.16667	0.677745
Cxcl10	−0.16667	0.677745
Ccr2	−0.15	0.708069
Ccr6	−0.11667	0.775628

## Discussion

At present, it is widely accepted that prior formation of the pre-metastatic niche triggers the metastatic process. In this study, we established the orthotopic CRC mouse model and depicted the dynamic changes in immune cell composition *in vivo* by high-throughput transcriptome sequencing, then confirmed that MDSCs accumulated in the liver before metastasis. Moreover, we unveiled the metabolic pathways and chemokines involved in MDSC recruitment and in the interaction between MDSCs infiltrated in the pre-metastatic liver and primary CRC tumor. Among the various immune cells infiltrating the pre-metastatic microenvironment, our multifaceted results suggest MDSCs as the key determinant in forming the pre-metastatic microenvironment. Consistent with previous studies (47, 48), MDSCs showed great power in promoting liver metastasis, and MDSCs depletion might reverse the metastasis. However, other cell types are also indispensable. In our study, the algorithm CIBERSORT was applied based on RNA-seq data to evaluate the immune cell infiltration levels. Consequently, a whole immune cell landscape was depicted. Except for MDSCs, the amounts of monocytes were increased in the pre-metastatic liver compared to the control liver and primary tumor. Generally, monocytes are derived from hematopoietic stem cells and can differentiate into macrophages and dendritic cells (49). Emerging evidence indicates that peripheral circulating monocytes can colonize tissues where they further differentiate into macrophages to facilitate tumor metastasis (50). As our data revealed that MDSCs were not associated with monocytes, we speculated that monocytes might participate in the process of pre-metastatic niche remodeling without relying on MDSCs. An immunosuppressive microenvironment is required for attracting tumor cells. MDSCs display an exuberant potential for silencing anti-tumor immune responses by inhibiting the activities of T cells, NK cells, and dendritic cells. In our study, no significant differences in the frequencies of T cells, NK cells, and dendritic cells were observed between the pre-metastatic liver and control liver. However, the activated NK cells were negatively associated with MDSCs in the pre-metastatic niche, thus exhibiting the strong inhibitory power of MDSCs.

Immune checkpoint inhibitors represent an immense breakthrough in anti-tumor therapies. Immune checkpoint molecules are markers expressed on the surface of cancer cells and immune cells and have been implicated in cancer immune surveillance. Previous studies have shown that high levels programmed death-ligand 1 (PD-L1) are expressed on MDSCs in cancer patients (17). Moreover, PD-L1 and CTLA-4 are decreased in responding patients treated with ICI (51, 52). As immune checkpoints are not limited to PD-L1 and CTLA4, they can reflect the immunosuppressive condition of the tumor environment and can predict ICI efficacy to a certain extent. Thus, we focused comprehensively on the immune checkpoint scores based on *Cd274, Tigit, Lag3*, and other checkpoints. As expected, we noticed significantly higher immune checkpoint scores in the pre-metastatic liver, implying a strong immunosuppressive microenvironment at distant sites. In addition, high MDSC infiltration was found to be associated with upregulated negative immune checkpoint molecules and the immune-excluded phenotype in the TCGA-COAD-READ cohort. Furthermore, by applying receiver operating characteristic curve analysis, we sought to prove the predictive value of the MDSCs fraction for ICI in different cohorts of patients with melanoma (22–24, 26) and in mice models with mesothelioma (25). In line with previous studies (52), our data suggested a potential function for MDSCs as biomarkers to predict ICI efficacy.

It is recognized that the crosstalk between distant metastatic sites and the primary tumor is essential for tumor diffusion and progression as well as MDSCs aggregation. Among these, signal pathways related to immunosuppression, angiogenesis, and extracellular matrix destruction have been studied in detail, but their metabolic pathways are not well-defined. Several studies showed that the enhanced metabolic abilities of proliferating cancer cells facilitate overcoming of strict pressure during the circulating metastatic process (53). Our observations that the top 8 pathways related to metabolism as identified by GO analysis were associated with MDSCs and were highly enriched in the primary tumor and pre-metastatic liver, indicates that metabolic pathways play a critical role in linking tumor cells and metastatic lesions. Recent studies have elucidated that tumor glycolysis can boost MDSC development through the AMPK-ULK1 and autophagy pathways in triple-negative breast cancer (54). Further, the HIF-1 signaling pathway is an important part of the comprehensive MDSC functional network, and can regulate glycolysis and activate immunosuppressive effects (55–57). However, the exact role of metabolic pathways in MDSCs recruitment and accumulation in the pre-metastatic microenvironment remained unclear. We provide the first evidence that tumor cells from primary lesions may prompt MDSC migration and recruitment in distant pre-metastatic sites through metabolic pathways, especially glycolysis and HIF-1 pathways. We have also found pivotal molecules involved with metabolic pathways in both the primary tumor and pre-metastatic niche. For instance, PGK1, a major enzyme regulating glycolysis, which produces ATP in cancer cells, also promotes cancer progression (58). Therefore, our study identified the metabolic mechanisms that impact MDSC accumulation in the pre-metastatic liver in the context of primary colorectal cancer, and suggest the novel function of key molecules in several star metabolic pathways and as potential targets for exploring the underlying mechanism of MDSC migration.

It has been well-established that chemokines and chemokine receptors are important mediators to recruit and direct MDSCs to pre-metastatic organs. As previously reported, tumor-associated macrophages in primary CRC tumors recruit MDSCs into the liver and generate pre-metastatic sites through the CXCL1/CXCR2 pathway (59). Yang et al. have found that CCL2 can promote MDSC migration in murine liver tumor models (60). Our sequencing data are in agreement with previous studies supporting that CCL12 (61), CCR2, CCR5, CXCL1, and CXCR2 (45) are functional contributors to pre-metastatic lesions. CCL28 is constitutively expressed by epithelial cells in the colon; it shows strong antimicrobial ability and can recruit Tregs in autoimmune diseases (46). Here, CCL28, which has not been shown to recruit MDSCs previously, was found to be positively correlated with the MDSCs signature supported by a strong coefficient, thereby complementing the existing MDSCs-recruiting chemokine profile.

Inevitably, our study has several limitations. First, we identified a few potential mechanisms involved in MDSC recruitment, and studies that are more experimental are needed to elucidate the specific signaling pathways involved. Second, the heterogeneity of the retrieved locations like tumor margin and tumor center from mice tissues is worth noticing. Considering the different conditions of immune cell infiltration in different parts of the tumor and liver, our RNA-seq may only reflect the partial situation of pre-metastatic organs. Third, though we selected 9 samples for further analysis, incorporation of mouse model samples could provide a more comprehensive and detailed characterization of the pre-metastatic niche. Finally, the dynamic change of the pre-metastatic niche to metastasis could be observed if the tumor-bearing time were to be extended appropriately.

In conclusion, we comprehensively evaluated the immune cell landscape of the pre-metastatic site and primary CRC tumor via transcriptome analysis, and highlighted MDSCs as the prominent cell type contributing to the immunosuppressive condition and generation of the pre-metastatic niche. Our study also sheds light on the potential metabolic pathways involved in MDSC regulation by the primary tumor and their recruitment into pre-metastatic organs. We offer an explanation for the link between MDSCs and CRC metastatic process, targeting MDSCs as a promising strategy for future restricting cancer metastasis therapy development.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE147044.

## Ethics Statement

The studies involving human participants were reviewed and approved by Medical Ethics committee of NanFang Hospital of Southern Medical University. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by Nanfang Hospital Animal Ethic Committee.

## Author Contributions

WL and DZ conceived and designed the study. MW, JianiW, and SL performed the experiments. JianhW and GW acquired the data. DZ, RZ, and HS analyzed and interpreted the data. JianiW, DZ, and ZY drafted the manuscript. NL, YL, JB, MS, and WL revised of the manuscript for important intellectual content critically. WL obtained funding. DZ, JianiW, and MW conducted statistical analysis. All authors reviewed the article.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Immunosuppressive Microenvironment Revealed by Immune Cell Landscape in Pre-metastatic Liver of Colorectal Cancer
**Source:** Front Oncol. 2021 Mar 23;11:620688. doi: 10.3389/fonc.2021.620688
**Supplement:** Supplementary file 1

## *Supplementary Material*

### 1 Supplementary Tables

#### 1.1 Supplementary Table 1 Gene Signatures enrolled in this study

| MDSC_Wang.et.al | CD_8_T_effector | Immune_Checkpoint | Pan_F_TBRs | EMT1   | EMT2   | EMT3   |
|-----------------|-----------------|-------------------|------------|--------|--------|--------|
| CCR2            | CD8A            | CD274             | ACTA2      | CLDN3  | AXL    | SOX9   |
| CXCR4           | GZMA            | PDCD1LG2          | ACTG2      | CLDN7  | ROR2   | TWIST1 |
| CXCR2           | GZMB            | CTLA4             | ADAM12     | CLDN4  | WNT5A  | FOXF1  |
| ITGAM           | IFNG            | PDCD1             | ADAM19     | CDH1   | LOXL2  | ZEB1   |
| ITGAX           | CXCL9           | LAG3              | CNN1       | VIM    | TWIST2 | ZEB2   |
| ANPEP           | CXCL10          | HAVCR2            | COL4A1     | TWIST1 | TAGLN  | GATA6  |
| CD14            | PRF1            | TIGIT             | CTGF       | ZEB1   | FAP    |        |
| FUT4            | TBX21           |                   | CTPS1      | ZEB2   |        |        |
| CD33            |                 |                   | FAM101B    |        |        |        |
| CD34            |                 |                   | FSTL3      |        |        |        |
| CD38            |                 |                   | HSPB1      |        |        |        |
| ENTPD1          |                 |                   | IGFBP3     |        |        |        |
| PTPRC           |                 |                   | PXDC1      |        |        |        |
| CEACAM8         |                 |                   | SEMA7A     |        |        |        |
| CD80            |                 |                   | SH3PXD2A   |        |        |        |
| CSF1R           |                 |                   | TAGLN      |        |        |        |
| IL4R            |                 |                   | TGFB1      |        |        |        |
| CSF3            |                 |                   | TNS1       |        |        |        |
| CSF2            |                 |                   | TPM1       |        |        |        |
| CXCL8           |                 |                   |            |        |        |        |
| CCL2            |                 |                   |            |        |        |        |
| TNF             |                 |                   |            |        |        |        |
| CXCL12          |                 |                   |            |        |        |        |
| CSF1R           |                 |                   |            |        |        |        |
| S100A8          |                 |                   |            |        |        |        |
| S100A9          |                 |                   |            |        |        |        |
| STAT1           |                 |                   |            |        |        |        |
| STAT3           |                 |                   |            |        |        |        |
| STAT5A          |                 |                   |            |        |        |        |
| ARG1            |                 |                   |            |        |        |        |
| NOS2            |                 |                   |            |        |        |        |
| CD274           |                 |                   |            |        |        |        |
| TLR3            |                 |                   |            |        |        |        |
| TLR4            |                 |                   |            |        |        |        |
| TGFB1           |                 |                   |            |        |        |        |
| IL10            |                 |                   |            |        |        |        |

FOXP3  
IDO1  
PDCD1

---

## **2 Supplementary Figures**

### **2.1 Supplementary Figure 1**

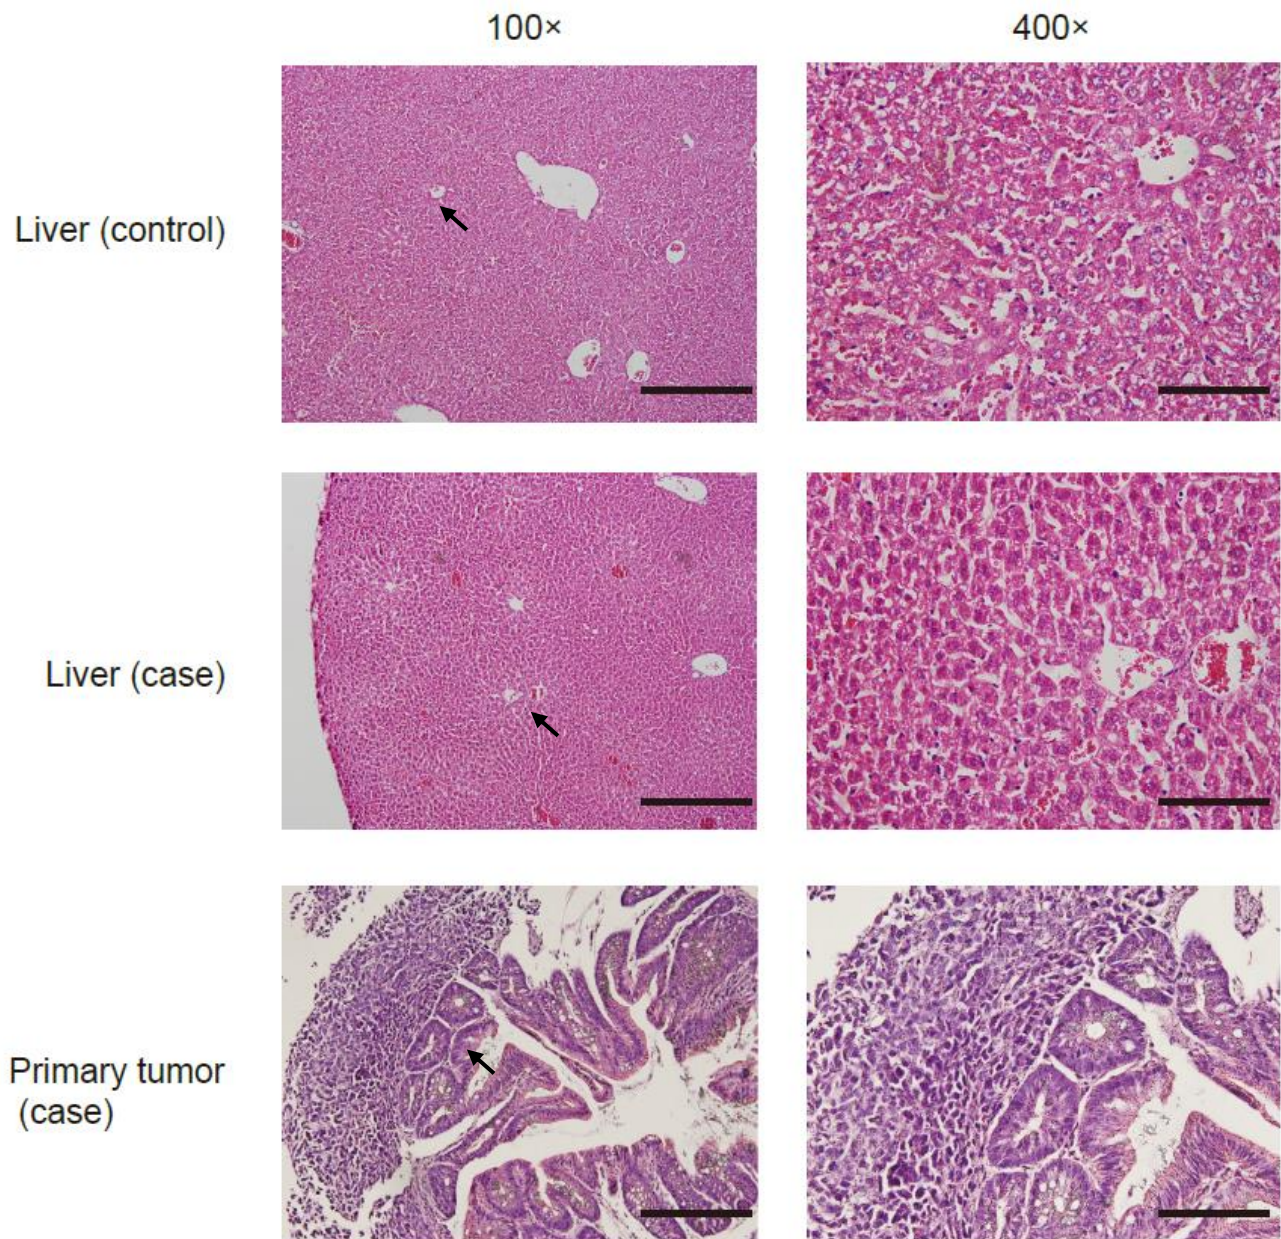

**Supplementary Figure 1.** HE staining of liver and tumor from orthotopic colorectal mice models. Representative photomicrographs of liver (control), liver (case), and primary tumor (case) from orthotopic colorectal mice models. Scale bar: 100  $\mu$ m, 25  $\mu$ m.

## 2.2 Supplementary Figure 2

A

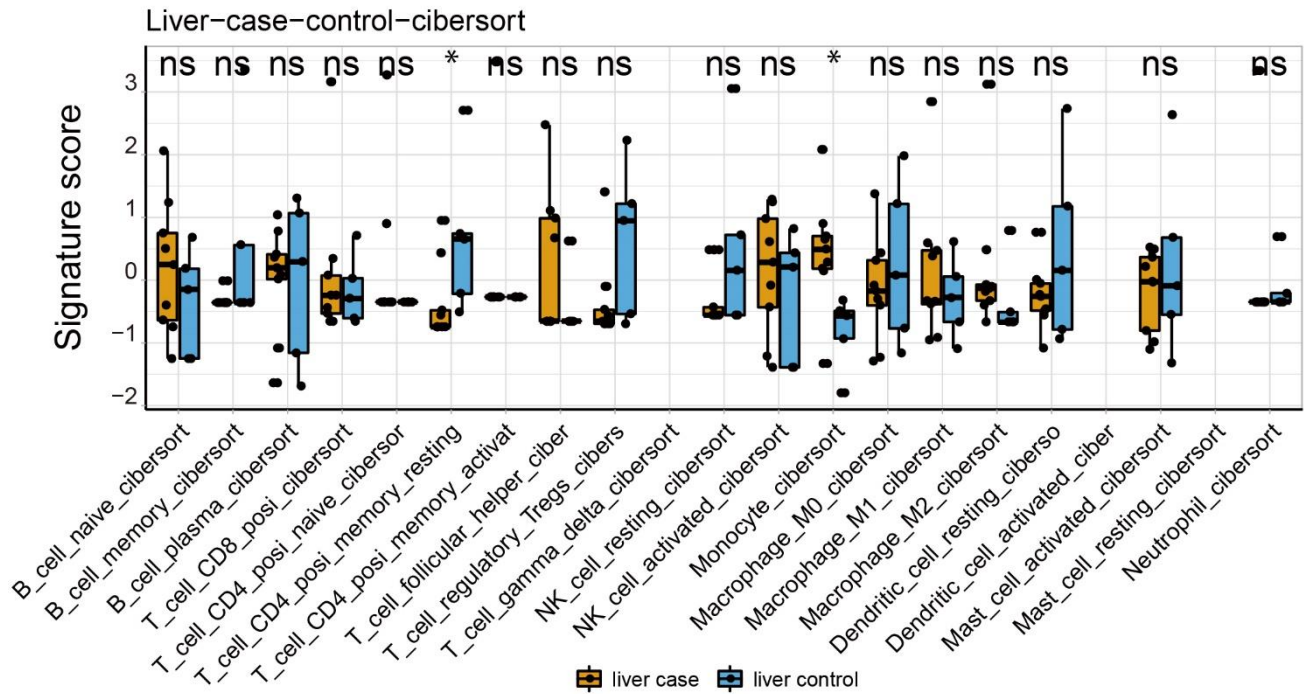

B

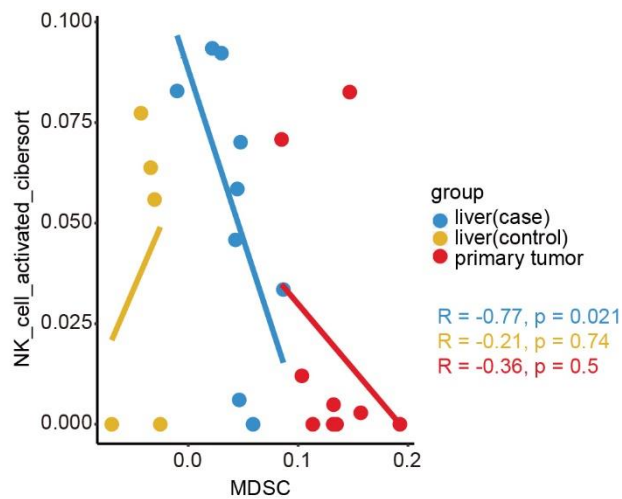

**Supplementary Figure 2.** Immune cell fraction of pre-metastatic liver and control liver. A. The immune cell infiltration fraction of the pre-metastatic liver and control liver. B. Scatter plots depicting the correlation between MDSC and activated NK cell signature of liver (control), liver (case), and primary tumor (case) respectively.

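In place of CIBERSORT fractions, marker scores of the remaining cell types were compared between the 9 pre-metastatic and 5 control livers. The neutrophil score (7 genes) was 0.403 ± 0.819 (SD, n = 9) in pre-metastatic liver and -0.726 ± 0.0931 (n = 5) in control liver, a difference of 1.13 (exact *p* = 0.00699, adjusted *p* = 0.0315 over 9 cell types). Among the early-phase livers the groups did not overlap (exact *p* = 0.0159, n = 5 and 4). The NK cell score was higher by 0.806 (exact *p* = 0.0599, adjusted *p* = 0.135), the dendritic cell score (5 genes) by 0.614 (exact *p* = 0.112, adjusted *p* = 0.144), the plasma cell score by 0.560 (exact *p* = 0.190, adjusted *p* = 0.214), and the T cell score (5 genes) by 0.426 (exact *p* = 0.438, adjusted *p* = 0.438). In the early phase their exact *p* values were 0.190, 0.556, 0.111, and 0.413. Under ssGSEA scoring of the markers, chosen for these cell types after seeing the data, the NK cell and dendritic cell scores passed 0.05 (exact *p* = 0.0420 and 0.00699), as they did with values scaled to each library's upper quartile, also chosen then (exact *p* = 0.0190 and 0.0290). With a pseudocount of 0.1, TPM, or markers standardized over all 23 libraries they did not.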

2.3 Supplementary Figure 3

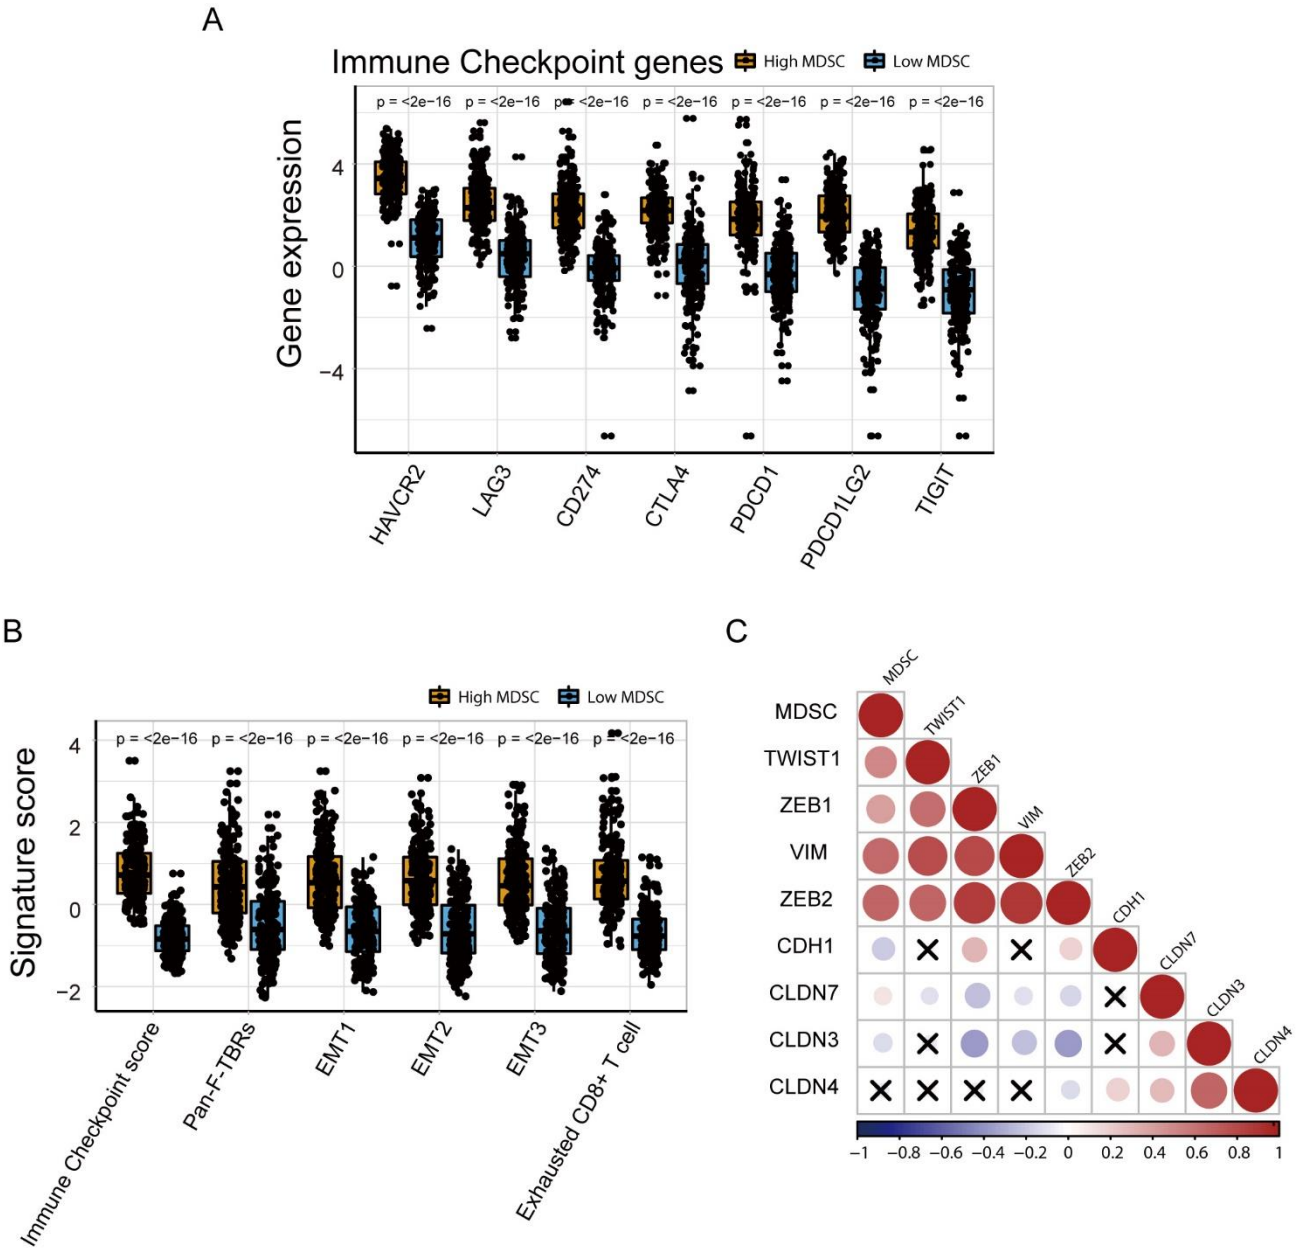

**Supplementary Figure 3.** MDSCs relevant immune characteristics in the COAD-READ cohort. A. Immune checkpoint genes expressed differently in high MDSC and low MDSC groups. B. Immune exclusive signatures (Immune Checkpoint Score, Pan-F-TBRs, EMT1, EMT2, EMT3, and Exhausted CD8+ T cell) in high MDSC and low MDSC groups. C. Correlation matrix of MDSC and genes linked to EMT.

2.4 Supplementary Figure 4

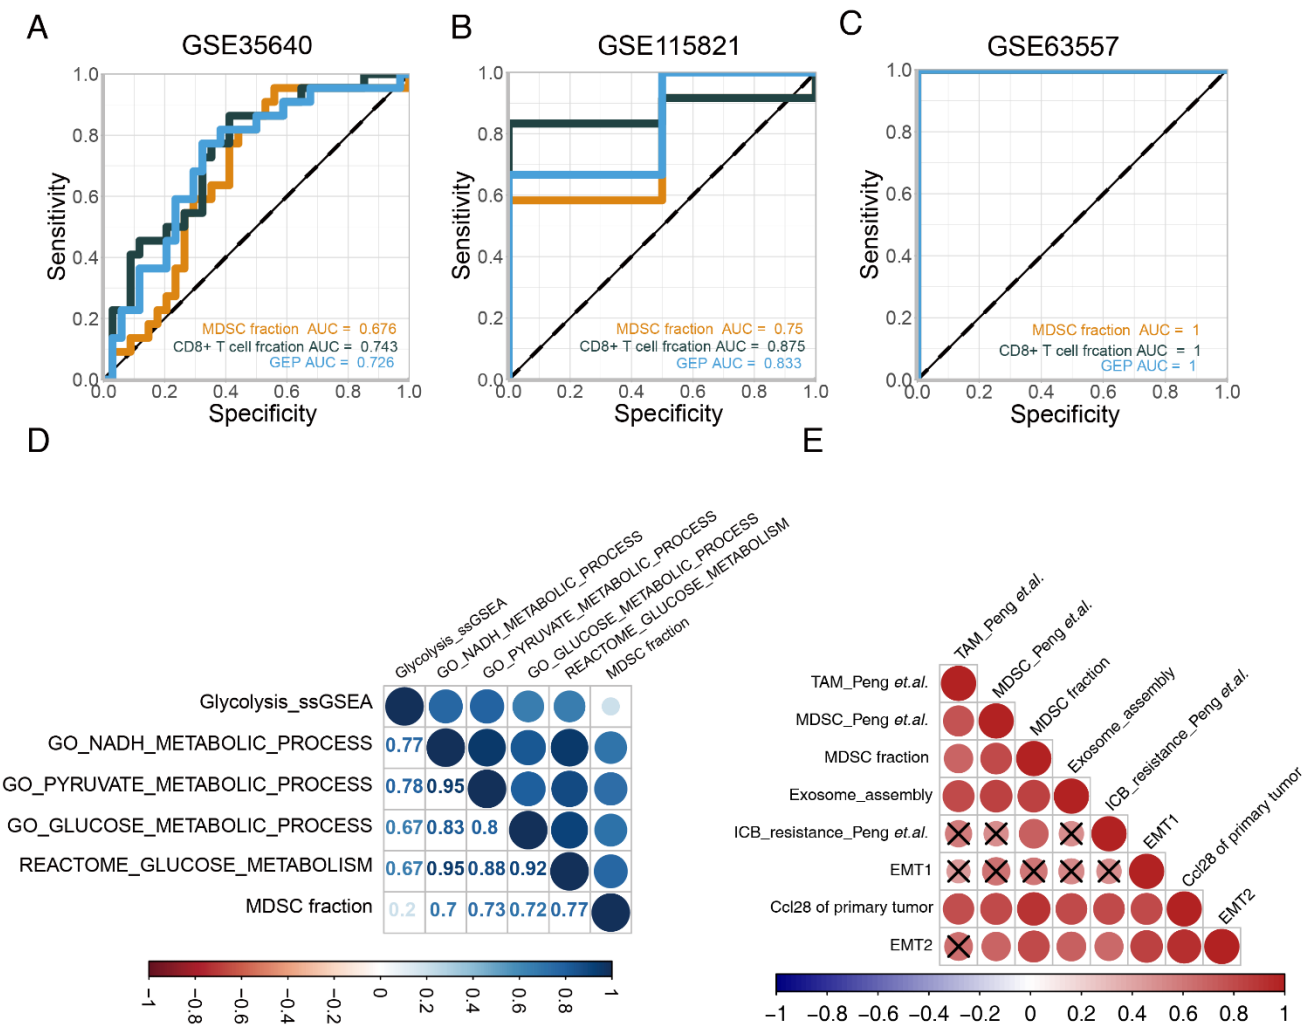

**Supplementary Figure 4.** Predictive value of MDSC fraction towards immune checkpoint inhibitor therapy. A. Receiver operating characteristic(ROC) curves for MDSC fraction, CD8+ T cell fraction, and GEP in the GSE35640 cohort. B. ROC curves for MDSC fraction, CD8+ T cell fraction, and GEP in the GSE115821 cohort. C. ROC curves for MDSC fraction, CD8+ T cell fraction, and GEP in the GSE63557 cohort. D. Correlation matrix of the MDSC fraction from the pre-metastatic liver and the glycolysis signature and its related signatures of the primary tumor. E. Correlation matrix of the Ccl28 of primary tumor and the immune suppressive signature score of pre-metastatic liver.

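The gene ontology sets are not used here; Reactome sets of the same subjects were scored by ssGSEA in the 9 primary tumors and correlated with the MDSC score of the same mouse's liver. Glycolysis (31 genes) had a Spearman rho of 0.25 (exact *p* = 0.521) and a Pearson r of 0.141 (exact *p* = 0.714), -0.159 without the 2 tumors farthest from the median. Glucose metabolism had a rho of -0.200 (exact *p* = 0.613) and an r of 0.0488 (exact *p* = 0.899), 0.0115 without the 2 farthest. Pyruvate metabolism had a rho of -0.100 (exact *p* = 0.810) and an r of -0.0166 (exact *p* = 0.967), 0.330 without them. The adjusted *p* was 0.810 for each over 4 relations. When ranks were centered within the clock phases, rho was 0.366 (exact *p* = 0.342), -0.121 (exact *p* = 0.750), and -0.102 (exact *p* = 0.801).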

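Of 6 liver signatures correlated with tumor *Ccl28* across the 9 mice, those other than the EMT scores did not pass 0.05 by rank. Pan-F-TBRS, a score of fibroblast response to TGF-beta, had a Spearman rho of -0.60 (exact *p* = 0.0968, adjusted *p* = 0.0968) and a Pearson r of -0.755 (exact *p* = 0.0175), -0.477 (exact *p* = 0.253) without mice M1 and M7. The sign of this score is poorly defined, since the component had an r of only 0.132 with the mean of its genes. The immune checkpoint score had a rho of 0.60 (exact *p* = 0.0968, adjusted *p* = 0.0968) and an r of 0.495 (exact *p* = 0.183), 0.457 without them. The CD8 T effector score had a rho of 0.650 (exact *p* = 0.0666, adjusted *p* = 0.0968) and an r of 0.340 (exact *p* = 0.325), 0.246 without them. When ranks were centered within the clock phases, rho was -0.621 (exact *p* = 0.106), 0.702 (exact *p* = 0.0656), and 0.652 (exact *p* = 0.0913).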

How the deposited data were processed for this re-analysis (not part of the article)

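The RNA-seq libraries are those of 9 mice with orthotopic CT26 tumors, each giving a pre-metastatic liver and a primary tumor 3 weeks after injection, and of 5 sham-operated mice giving a control liver, 23 libraries in all. Total RNA was purified for poly(A) RNA, and libraries were made with the NEBNext Ultra kit and sequenced by a service company. The paper's text and the labels name no aligner, counting tool, genome build, or annotation. Each column of the authors' table was matched to a sample by the mouse number and tissue code in its name, which the labels also give. All 46 count and RPKM columns were matched, and the tumor and the liver of a mouse were paired by the mouse number.

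For each of 48897 genes, the authors deposited the raw count, without normalization, of each library. The authors also deposited RPKM, the count divided by the gene length in kilobases and by the total counts of the library, on the usual RPKM scale. Recomputing RPKM from the deposited counts, lengths, and totals changed a value by at most 1.75e-06 of itself, so the table holds the units its column names give. Gene positions are those of the authors' table. They were compared with the RefSeq annotation of GRCm38.p6: of 36837 symbols found in both, 99.8% overlap the gene of that name and 57.6% have the same start and end. A symbol on more than 1 line (2 symbols, 0 of them in a gene list used here) was summed. For 4 genes of the lists the table uses an older symbol, which was taken instead. The precision of a single value is limited by its count, and a group at or under 3 counts in every library was treated as being at the floor. Counting error covers the sampling of reads and not the variation between mice.

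Scores and tests were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. The MDSC score and the glycolysis scores are ssGSEA scores, the paper's method for MDSCs, written in Python with an exponent of 0.25. Immune checkpoint, hypoxia, and EMT scores are the first principal component of standardized log2(RPKM + 1), the paper's method for gene signatures. CIBERSORT and its LM22 matrix are not used here, and each other cell type was scored by the mean standardized log2(RPKM + 1) of a list of marker genes. These lists and the textbook glycolysis list come from general knowledge, and the list of 51 hypoxia genes was written down from memory of a published metagene and was not compared with its source. The lists, the alternatives, and the tests were fixed before the data were examined, with the exceptions named in the text. Over which libraries the markers are standardized was left open and was settled after the data had been seen: over the libraries of each test. The clock genes and the lists of fasting, PPAR alpha, SREBP2, red cell precursor, endothelial, and stellate genes were drawn up after the genome-wide comparison of the livers had been seen, and all but the clock genes before their own values were looked at. KEGG and gene ontology sets are not used here, and a textbook list of glycolysis genes and mouse Reactome sets take their place. Reactome glycolysis lists 32 genes, of which 31 were matched to a symbol.

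Pre-metastatic and control livers were compared gene by gene with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood test, two-sided) on the 16987 genes with at least 10 counts in at least 5 livers, with Benjamini-Hochberg adjustment. DESeq2 1.42.0 with its size factors and limma 3.58.1 without trend, on log2(RPKM + 1), were run as alternatives. Scores and single genes were compared by the exact two-sided Wilcoxon rank-sum test on all splits of the libraries. Correlations across the 9 mice are Spearman's, on ranks, and Pearson's, on scores or log2(RPKM + 1), with two-sided exact *p* values over all pairings. With more than 9 samples, 100000 random permutations were used. Adjusted *p* values are Benjamini-Hochberg adjusted within the family each passage names. The genome-wide count of the livers was set against 100 splits of the 14 livers, and the counts of correlated tumor genes against 100 re-pairings of tumors with livers, the real one included each time.

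The steps were tested on simulated data. For edgeR, the counts had the livers' own library sizes and the spread of the control livers. edgeR recovered 182 of 200 changed genes with 10 false calls among 16987 genes and a median error of 0.11 on the log2 scale. Spearman correlation was tested on independent normal values with a strong signal. It recovered 200 of 200 related genes and called 0.831% of the others at 0.01. For ssGSEA, lognormal values of 5000 genes were used. A score of 36 raised genes gave an exact *p* of 0.000999, and 1.50% of 200 random sets had an exact *p* under 0.05. The correlation and ssGSEA simulations had neither the real libraries' spread nor correlated genes, so they do not test the steps under those conditions.

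The genes named are genes the paper names for its mouse RNA-seq (some results are not reported here), the members of the MDSC set whose values do not overlap between the livers, genes of the lists, and, for the genome-wide comparison of the livers, the 5 largest rises and the 5 largest falls on the log2 scale among genes with an adjusted *p* under 0.05, no overlap between the groups, and a mean of at least 1 RPKM in one group. Any other gene was chosen after its values were seen.

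The alternatives tried were a pseudocount of 0.1; an ssGSEA exponent of 1; ssGSEA over genes with at least 1 RPKM in at least 5 libraries; the MDSC set without *Arg1*, or without the genes tested singly; principal components in place of ssGSEA and the reverse; values scaled to each library's upper quartile; Pearson's in place of Spearman's correlation; a permutation test of means; other hypoxia and glycolysis lists; pairing by mouse; and leaving out each mouse in turn. Added after seeing the data were, for the cell types other than monocytes, the pseudocount, upper-quartile, and ssGSEA settings, and, elsewhere, Pearson's correlation of *Ccl28* with the liver signatures, TPM computed from the counts, ssGSEA over other sets of genes (protein-coding genes, genes above 0 in at least 1 tumor, every gene of the table), the MDSC set without *Il4ra*, pairing by mouse for the marker scores, markers standardized over all 23 libraries, the early-phase livers alone, the clock index as a covariate, and the mice other than M10 and M12. TPM leaves the order of genes within a library as it is, so it cannot move an ssGSEA score. Flow cytometry, human samples, and public cohorts have no data in this table and are not analysed here.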

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

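Tests chosen only after the result was seen are those of chance and of library size for the genome-wide comparison of the livers, and those of the early-phase livers; the clock index and the lists of fasting, red cell precursor, endothelial, and stellate genes were also drawn up after the genome-wide comparison had been seen.

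The paper does not report a genome-wide comparison of the livers. Of 16987 genes, 5270 had an adjusted p under 0.05 between the 9 pre-metastatic and 5 control livers (edgeR), 3009 higher and 2261 lower in pre-metastatic liver, and 5238 of them are genes the paper does not discuss. The groups did not overlap for 1859 genes (10.9%), where chance gives 0.0999%. The largest rises were those of *Crybb3* (log2 fold change 6.56, SE 0.46, adjusted p 1.43e-06), *Gm32006* (5.99, SE 0.67, adjusted p 4.17e-05), *Prtn3* (5.99, SE 0.44, adjusted p 1.43e-06), *Cxcl14* (5.96, SE 0.86, adjusted p 0.000185), and *Gm32872* (5.93, SE 0.89, adjusted p 0.000245). The largest falls were those of *Cyp4a14* (-7.40, SE 0.83, adjusted p 4.46e-05), *Cyp4a10* (-7.06, SE 0.60, adjusted p 6.09e-06), *Cyp2b10* (-5.47, SE 0.67, adjusted p 6.55e-05), *Apoa4* (-4.65, SE 0.48, adjusted p 2.64e-05), and the antisense gene ENSMUSG00000074373.6 (-4.60, SE 0.48, adjusted p 2.93e-05). Each of these 10 changed in the same direction in every liver of the group, by the rule that chose them. The antisense gene, on chromosome 9 from 46242621 to 46243529, overlaps *Apoa4* (46240844 to 46243458), so its reads may be those of *Apoa4*, which was not tested.

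Of 100 splits of the 14 livers into 9 and 5, only the real one, 1 of 100, gave as many genes. The other splits gave a median of 0 genes, and the highest gave 594 and shared 4 of the 5 control livers with the real one. Library totals did not differ between the groups (exact p = 0.797). With the 50 most counted genes removed, 5272 genes were called, and with the clock index as a covariate, 5110. Food intake is another matter: a list of 6 genes that fasting raises was lower in pre-metastatic liver (difference -0.864, exact p = 0.000999, lower than every control in 9 of 9 livers; 5 of the 6 genes lower), which is what longer fasting of the control mice would give. For genes that respond to fasting, an effect of the tumor cannot be told apart from a difference in feeding, since the labels give no feeding state. How many of the 5270 genes these are was not tested, and no test links feeding to the rise of *Prtn3* or of the acute-phase genes.

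Acute-phase genes (12 genes) scored higher in pre-metastatic liver by 1.35, red cell genes (7) by 1.61, genes of proliferation (6) by 1.59 (exact p = 0.000999 each, higher in 9 of 9 livers than in every control), and genes of neutrophil precursors (7) by 1.19 (exact p = 0.00699, 7 of 9 livers above every control). The median log2 difference was 2.54 for the acute-phase genes, 11 of 12 higher, 1.18 for red cell genes, 0.71 for proliferation, and 0.76 for the precursors. Each list kept its direction with RPKM, with TPM, and with upper-quartile scaling, where the median log2 difference of all genes was -0.03, -0.04, and 0.02. Among the early-phase livers all 4 lists were still higher (exact p = 0.0159, 0.0159, 0.0159, and 0.0317). Hepatocyte markers (6 genes) were lower in pre-metastatic liver (difference -0.816, exact p = 0.00699, 8 of 9 livers below every control; -1.07 in the early phase, exact p = 0.0159; median log2 difference -0.55). Of these 6 genes, 4 were lower and 2 higher (log2 differences from -3.24 to 0.232). A lower share of hepatocyte RNA and lower expression within hepatocytes would both lower the score. But a lower share alone would lower all 6 genes. A lower share alone would also raise every other cell type, but endothelial markers (exact p = 0.797) and stellate cell markers (exact p = 0.898) did not differ. These are 2 cell types, so a smaller change in share is not excluded, and it cannot be told apart from lower expression within hepatocytes. Blood left in the liver may explain the red cell genes: 7 genes of nucleated red cell precursors did not separate the groups (difference 0.530, exact p = 0.0829), and their median log2 difference was 0.01. The rise of red cell genes cannot be told apart from blood left in the tissue. Blood was not tested as a source of the genes of neutrophil precursors, nor of the higher MDSC, monocyte, and neutrophil scores of pre-metastatic liver. For the precursor genes, the acute-phase genes, and the proliferation genes, no biological explanation was tested.

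Clock genes split the livers, with a gap of 1.08 in the clock index between the 9 early-phase and 5 late-phase livers. The tumors of the 4 late-phase mice had a higher clock index than those of the 5 early-phase mice (exact p = 0.0159, the smallest for 5 against 4), which is what different times of day at collection would give. The MDSC score still separated pre-metastatic from control livers within the early phase (exact p = 0.0159, the smallest possible there), so the phases are not a full explanation for it. In the late phase, 1 control liver is too few to test.

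*Alb*, the albumin gene, had 19379 counts in the tumor of mouse M12 and 12623 in that of M10, against 334 to 1932 in the other 7 tumors. Across 46 genes specific to liver, the tumor of M12 held a median of 0.414% of the level in the liver of the same mouse and that of M10 0.25%, against 0.0106% to 0.0511% in the others. At least 97.8% of these genes lay within 2-fold of that median in both tumors, which is what a small amount of liver RNA in the tumor sample would give. Liver RNA in the sample is a candidate explanation that remains, and no biological explanation was tested.

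A sample far from the others of its group was looked for in 76 groups and found in 12, where chance gives about 1 in 20, or 3.80. The ratio given is the gap to the nearest other sample over the range of the group. Among control livers these were C1 for the MDSC score (0.157 against 0.170 to 0.172, ratio 0.861), C7 for *Nos2* (9 counts, ratio 0.798), and C4 for *Ptgs2* (19 counts, ratio 0.929). In pre-metastatic liver, mouse M5 stood out in the immune checkpoint score (-1.39 against at most -1.75, ratio 0.494), *Cd274* (2.04 RPKM against at most 1.18, ratio 0.569), *Ccl3* (0.730 RPKM, ratio 0.546), *Ccl4* (0.714 RPKM, ratio 0.706), and *Ccl5* (11.9 RPKM against at most 5.27, ratio 0.614), M6 in *Mmp9* (1.07 RPKM against at most 0.528, ratio 0.551), and M1 in the monocyte score (1.75 against at most 0.694, ratio 0.516). In the primary tumor, M2 stood out in *Ccl21a* (215 counts, ratio 0.738) and M4 in *Cxcl14* (7566 counts, ratio 0.670). *Nos2* and *Ptgs2* rest on few counts. M5 stands out on 5 measures, some of which share genes or move together, but the cause was not tested, no label sets these mice apart, and no biological explanation was tested.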

How the results depend on the processing

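Tests chosen only after the result was seen are those of *Lag3*, of the early-phase livers, of pairing by mouse for the cell types, of the refitted components, and under the settings marked below as chosen after seeing the data.

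Of 237 values of the results that answer a comparison, each under an alternative other than leaving out a mouse, 186 kept their direction and side of the threshold, 10 became weaker, 22 stronger, 9 reversed, and 10 moved. With each mouse left out in turn, 450 of 495 values kept both, 11 became weaker, 14 stronger, 7 reversed, and 13 moved. For single genes, 265 of 290 values kept both under the other alternatives (17 weaker, 8 stronger) and 508 of 555 with a mouse left out (40 weaker, 5 stronger, 2 reversed). TPM cannot move an ssGSEA score and shows no stability there. The MDSC score kept its separation of the 3 tissues under every alternative run, with a difference of 0.0420 to 0.0859 between pre-metastatic and control liver among the ssGSEA settings. For the replicate block, pairing tumor and liver by mouse gave differences of 0.0854 for the MDSC score and 4.86 for the checkpoint score (exact sign-flip p = 0.00391 each, the smallest for 9 mice). Chosen after seeing the data, the same pairing gave an exact sign-flip p of 0.00391 for monocytes, 0.0156 for M2 macrophages, 0.816 for B cells, and 0.211 for plasma cells, on the same side of 0.05 as without pairing.

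The genome-wide count of the livers was 5270, 5045 of 24026 genes without the filter on low counts, 6000 with DESeq2 (5268 of the 5270 called in the same direction), 5056 with limma without trend (4171 in the same direction), and 4271 to 5284 with a mouse left out. limma, run on log2(RPKM + 1) without TMM, called 1988 higher and 3068 lower. On counts, edgeR called 3009 higher and 2261 lower, and DESeq2 3397 higher and 2603 lower. Which direction holds more genes therefore depends on the method. The methods differ in input and normalization, and which of these is the cause was not tested. A pseudocount of 0.1 was not run for this count, which edgeR takes from counts, and the choice between lines of one symbol was not run, since no gene reported had more than 1 line.

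The immune checkpoint score differed between pre-metastatic and control liver by 0.0186; it became stronger with the component fitted on the 14 livers (2.83) and by ssGSEA (0.0623), and reversed without logs on RPKM (-0.111) and on TPM (-0.101), these last chosen after seeing the data. Without *Lag3*, the gene with a lower mean in pre-metastatic liver, it was 0.291 (exact p = 0.000999). Leaving out the opposing gene favors a separation, so this does not show what hides the difference in the component fitted on all libraries. With a mouse left out, the difference of the full score ran from -0.0539 to 0.0875. The genes of Figure 2C under 0.05 fell from 8 to 5 with the permutation test of means and to 5 in the early-phase livers, chosen after seeing the data, and ran from 5 to 8 with a mouse left out; for *Hif1a* the log2 difference ran from -0.0135 to 0.0816. The cause was not tested for Figure 2C.

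For the cell types other than monocytes, each of these settings was chosen after seeing the data. Between pre-metastatic and control liver, the M2 macrophage score was 0.744 in the early phase, 0.262 with markers standardized over 23 libraries, and 0.0352 by ssGSEA, no longer under 0.05 in each, and stayed under 0.05 with a pseudocount of 0.1 (0.810), TPM (0.830), and upper-quartile scaling (0.938). The B cell score passed 0.05 over 23 libraries (0.912), by ssGSEA (0.0557), and with upper-quartile scaling (0.851); the NK cell score by ssGSEA (0.0735) and with upper-quartile scaling (0.863); and the dendritic cell score likewise (0.0338 and 0.724). With a mouse left out, B cells ran from 0.680 to 0.905, NK cells from 0.679 to 0.918, follicular helper T cells from 0.558 to 0.779, and dendritic cells from 0.445 to 0.707. For tumor against pre-metastatic liver, ssGSEA gave 0.0188 for M2 macrophages, -0.0717 for B cells, and -0.0797 for plasma cells, and upper-quartile scaling -0.771 for plasma cells. For tumor against control liver, ssGSEA gave -0.0160 for B cells and -0.0406 for plasma cells, both reversed, and upper-quartile scaling 0.399 for B cells and -0.0872 for plasma cells. With a mouse left out, B cells in tumor against pre-metastatic liver ran from -0.305 to 0.104, and plasma cells from -0.791 to -0.387 against pre-metastatic and from -0.00487 to 0.247 against control liver. The cause was not tested.

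For tumor hypoxia and the liver MDSC score, rho was 0.683 with the principal component of the MDSC genes and 0.714 to 0.952 with a mouse left out. For *Ccl28*, rho passed 0.05 with that component (0.767), an exponent of 1 (0.700), and Pearson's r (0.693), and, chosen after seeing the data, with TPM (0.767), over protein-coding genes (0.700), over genes of the tumors (0.750) and these with TPM (0.833), and without M10 and M12 (0.786); among these settings it was lowest without *Il4ra* (0.60), also chosen then, and it ran from 0.548 to 0.786 with a mouse left out. The genes of Table 1 under 0.05 numbered 6 with an exponent of 1, 5 over genes with at least 1 RPKM in at least 5 libraries, 6 over protein-coding genes and 1 without M10 and M12 (both chosen after seeing the data), and 1 to 6 with a mouse left out. Of the genes of Figure 5B, 7 were under 0.01, 4 with the principal component (3 of the 7, and *Atp1a4*), 4 over genes with at least 1 RPKM in at least 5 libraries, 8 with Pearson's r, 7 with an exponent of 1, and, chosen after seeing the data, 5 to 10 under the others, with 3 to 7 when a mouse was left out. The correlated tumor genes fell to 112 with the principal component and, chosen after seeing the data, 89 without M10 and M12, and ran from 162 to 189 under the others and from 117 to 206 with a mouse left out. The glycolysis score reversed to 0.650 over genes with at least 1 RPKM in at least 5 libraries, 0.483 over protein-coding genes (chosen after seeing the data), and 0.25 with the Reactome set. The cause was not tested.

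For *Ccl28* and the liver signatures, the settings were chosen after seeing the data. Leaving out M10 and M12 and refitting the components gave -0.214 for EMT1, 0.357 for EMT2, and 0.50 for EMT3. With the components kept as fitted on 9 livers, leaving out the same mice gave 0.857, 0.750, and 0.607, so the reversal of EMT1 comes with the refitting. EMT3 was also 0.621 with Pearson's r and 0.60 with TPM, Pan-F-TBRS -0.756 with Pearson's r, and the checkpoint score 0.717 with TPM. With a mouse left out, EMT2 ran from 0.262 to 0.881, EMT3 from 0.476 to 0.929, Pan-F-TBRS from -0.667 to 0.857, the checkpoint score from -0.286 to 0.714, and CD8 T effector from 0.50 to 0.905, with the components refitted each time. With the components kept, EMT2 ran from 0.714 to 0.833, EMT3 from 0.571 to 0.929, Pan-F-TBRS from -0.738 to -0.429, the checkpoint score from 0.548 to 0.667, and CD8 T effector from 0.50 to 0.786. The low values of EMT2 and the changes of sign therefore come with the refitting, as does the highest value of CD8 T effector (0.738 without M6 with the component kept), while the spread of EMT3 mostly does not. The refitted Pan-F-TBRS score at its highest value was the kept score with its sign turned (r = -0.963). The cause of the changes with Pearson's r and TPM was not tested. Counts were few for *Ccl28* in the tumors (3 to 30) and for *Pdcd1*, *Ctla4*, *Tigit*, *Nos2*, and *Ptgs2* in the livers.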

Differences from the paper's values

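Tests chosen only after the result was seen are those under the settings marked below as chosen after seeing the values.

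For tumor *Pfkl* and the liver MDSC score, Spearman rho was 0.983 against the paper's 0.93. Of the alternatives set before the data were examined, an ssGSEA exponent of 1 (0.950) and Pearson's correlation (0.938) fall within the jackknife error of the paper's value and the others do not; ssGSEA over protein-coding genes (0.950), chosen after seeing the values, does as well. In units of 0.0001, the exact p for the MDSC score between primary tumor and pre-metastatic liver was 0.411 against the paper's about 0.82 in Fig. 1B, read by eye, and none of the alternatives set before the data were examined closed the gap.

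For the immune checkpoint score, the exact p between pre-metastatic and control liver was 0.898 against the paper's about 0.004 in Fig. 2A, read by eye. None of the alternatives set before the data were examined closed the gap; the component fitted on the 14 livers (0.000999) and the ssGSEA score (0.0290) put it under 0.05, as the paper does. The exact p for *Ctla4* was 0.00200 against the paper's about 0.0051 in Fig. 2C, read by eye, closed by leaving out control mouse C1, C5, C6, or C7, where having fewer livers raises p by itself. For *Pdcd1* it was 0.000999 against the paper's about 0.0033 in Fig. 2C, read by eye, within reach on leaving out any 1 control mouse only because 0.0028 is then the smallest p possible for 9 against 4, which says nothing of the mice. For *Hif1a* it was 1 against the paper's about 0.11 in Fig. 2C, read by eye, closed by upper-quartile scaling (0.112). For *Cxcl2* it was 0.140 against the paper's about 0.062 in Fig. 5F, read by eye, closed by upper-quartile scaling (0.0569) and by leaving out mouse C5, M7, or M12. The other alternatives set before the data were examined did not close these gaps. A normal approximation in place of the exact test was not tried, so the form of the test is not excluded as a cause for *Ctla4* and *Pdcd1*. Over 35 correlations, rho was apart from the paper's by a median of 0.0667 and at most 0.233. Only that of *Pfkl* was apart by more than its jackknife error, which is a lenient measure, since it holds the variation between mice (median 0.334, up to 0.482) and both values come from the same 9 mice. Of 25 p-values read from figures, 19 were within a factor of 1.5.

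The paper states that activated NK cells fall as MDSCs rise; the NK score here has no marker of activation, so it is not the same measure, and its rho was 0.467 in pre-metastatic liver. It states that monocytes and MDSCs are not correlated there, where rho was 0.867. The MDSC set holds genes that monocytes also express, so this rho does not decide against the statement. The paper states that monocytes are fewer in the tumor, with similar levels in tumor and control liver. As marker RNA in the whole tissue, the monocyte score of every tumor exceeded that of every liver (difference from control liver 2.05). It states that memory B cells are more frequent and plasma cells less frequent in the tumor; the B cell score, which does not tell memory B cells apart, was higher than in control liver (difference 0.828, exact p = 0.000999, no overlap), though not by ssGSEA or with upper-quartile scaling, chosen after seeing the values, and showed no detected difference from pre-metastatic liver (exact p = 0.931), and the plasma cell score was lower with an exact p of 0.113, which passed 0.05 by ssGSEA and with upper-quartile scaling, both chosen after seeing the values, and not with a pseudocount of 0.1, TPM, or pairing by mouse, chosen then as well. The paper proposes that MDSCs and monocytes alone rise in pre-metastatic liver, and reports that M2 macrophages do not reach significance. The neutrophil score (exact p = 0.00699) and the M2 macrophage score (exact p = 0.0120) also passed 0.05. The M2 macrophage score did not under settings chosen after seeing the values: by ssGSEA (0.112), over 23 libraries (0.112), and in the early phase (0.0635). It did under others chosen then: upper-quartile scaling (0.000999), TPM (0.0190), and a pseudocount of 0.1 (0.0290). These marker scores follow marker RNA in the whole tissue and are not CIBERSORT fractions, which are proportions of immune cells. A tissue with more immune cells can score higher at the same proportions. The scores therefore do not decide against the paper's statements on fractions.

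The paper ranks pre-metastatic liver second in the checkpoint score; its mean differed from that of control liver by 0.0186. It lists *Hif1a* among genes enriched in pre-metastatic liver; the means were 6.78 and 6.98 RPKM. It calls *Ccl28* correlated with the liver MDSC score, where rho was 0.683 with an exact p of 0.0503, against the paper's 0.9, a difference under the jackknife error of 0.268, a lenient measure here as well. It is called with the principal component of the MDSC genes, an exponent of 1, and Pearson's correlation, and, chosen after seeing the values, with TPM, over protein-coding genes, over genes of the tumors with RPKM or TPM, and without M10 and M12. It names *Hk1* among the genes associated with MDSCs; its exact p was 0.0503, and it passed 0.05 with the principal component of the MDSC genes (rho 0.80) and, chosen after seeing the values, with TPM (0.717) and over genes of the tumors with RPKM (0.717) or TPM (0.767). It states that glucose and pyruvate metabolism follow MDSCs. The Reactome scores by ssGSEA had a rho of -0.200 and -0.100, and no principal component score is given for them. The sign of the textbook glycolysis score depended on that choice (rho -0.150 by ssGSEA and 0.783 by the first principal component). These values therefore do not decide against the paper's statement.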

Other observations

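Tests chosen only after the result was seen are those of *Lag3* alone, of the re-pairings of tumors and livers, and of the spread of the *Ccl28* counts; the clock phases, the leaving out of M10 and M12, and the lists of PPAR alpha and SREBP2 targets were also chosen after the data had been seen.

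*Prtn3*, a gene of neutrophil granules, rose from 1.22 ± 0.32 RPKM (SD, n = 5) in control liver to 72.0 ± 28.7 RPKM (n = 9) in pre-metastatic liver, more than the other precursor genes. If granulocyte precursors in the liver were its source, it would follow their other markers, but across the 9 livers rho was 0.133 (exact p = 0.744, adjusted p = 0.744 over 2 relations) and r 0.393 (exact p = 0.304), 0.0695 without the 2 livers farthest from the median. It followed the acute-phase score instead, with a rho of 0.767 (exact p = 0.0214, adjusted p = 0.0428) and an r of 0.922 (exact p = 0.00157), 0.80 without the 2 farthest livers (rho 0.536 then). *Prtn3* may therefore be part of an acute-phase response of hepatocytes, a hypothesis found and tested on the same 9 livers.

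Genes of lipid metabolism changed in pre-metastatic liver. *Cyp4a10* and *Cyp4a14*, targets of PPAR alpha, were among the largest falls, and a list of 6 other targets was lower by a difference of -1.28 (exact p = 0.0040, 5 of 6 genes lower, 7 of 9 livers below every control). A list of 7 targets of SREBP2 was higher by 1.58 (exact p = 0.000999, 7 of 7 genes higher, 9 of 9 livers above every control). Both lists kept their direction with TPM and upper-quartile scaling. Lower activity of PPAR alpha and higher activity of SREBP2 are candidate explanations. Since fasting raises the targets of PPAR alpha, their fall cannot be told apart from a difference in feeding. No test links feeding to the rise of the SREBP2 targets, and with no feeding state in the labels it is not excluded.

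The immune checkpoint score without *Lag3* separated the livers (difference 0.291, exact p = 0.000999, the smallest possible). *Lag3* alone of the 7 genes had a lower mean in pre-metastatic liver. Leaving it out therefore favors a separation and cannot tell why the full score lacks one. With *Lag3* kept, the component fitted on the 14 livers also separated them (difference 2.83, exact p = 0.000999). *Lag3* was at 0.146 to 1.18 RPKM in the livers, and its neighbor *Ptms* at 261 to 611 RPKM. Across the 14 livers the genes rose together, with a rho of 0.556 (permutation p = 0.0423) and an r of 0.667 (permutation p = 0.00898), 0.542 without the 2 livers farthest from the median. Across the 9 pre-metastatic livers alone rho was 0.333 (exact p = 0.385) and r 0.570 (exact p = 0.115; rho 0.0714 without the 2 farthest). Reads of *Ptms* may add to the counts on *Lag3*, but they do not account for its range on their own: livers M2 and C1 had 479 and 477 RPKM of *Ptms* with 0.147 and 1.07 RPKM of *Lag3*, and C7 had 0.146 RPKM of *Lag3* at 357 RPKM of *Ptms*. No other explanation of the *Lag3* difference was tested.

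The count of tumor genes correlated with the liver MDSC score was reached by 28 of 100 re-pairings of tumors and livers, so the number of correlated genes may be due to chance. No gene passed adjustment (0, with 925 at an unadjusted p under 0.05). As many glycolysis genes (6) were reached by 2 of 100 re-pairings, which chance alone does not readily give for a list fixed beforehand. But the paper had named glycolysis from these same mice. Over all Reactome sets, 5 of 100 re-pairings, the real one included, gave as small a p. The count was 5 with TPM and 4 with ssGSEA over protein-coding genes, both chosen after seeing the data. The hypothesis that tumor glycolysis genes follow liver MDSCs remains open for a few of its enzymes.

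The relation of the tumor hypoxia score to the liver MDSC score held when mice were re-paired only within a clock phase (exact p = 0.0278) and kept its size without the tumors of M10 and M12 (rho 0.857), so time of collection and liver RNA in the tumor are unlikely to explain it. It may reflect hypoxia in the tumor, as the paper proposes, though with 9 mice r was lower without the pair farthest from the median. For *Ccl28*, redrawing the counts gave a 95% range of rho from 0.150, with 1.38% of redraws at 0.9 or above. Redrawing around the observed counts keeps the observed relation at its center, so it shows how far counting error of a gene with 3 to 30 counts could move rho and not whether noise alone gave it. Counting error is unrelated to the liver score and lowers rho on average (median 0.583). The counts spread more widely than counting noise at a rate shared by the tumors (chi-square 2.82 per degree of freedom, simulation p = 0.00370). The tumors therefore differ in *Ccl28* beyond that noise. Separate mice can differ so whether or not *Ccl28* follows the liver score, so this spread does not show the relation. The size of the relation cannot be told apart from that of a weaker one at these counts.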
